# The miR-26 family regulates early B cell development and transformation

**DOI:** 10.26508/lsa.202101303

**Published:** 2022-04-22

**Authors:** Katharina Hutter, Silke E Lindner, Constanze Kurschat, Thomas Rülicke, Andreas Villunger, Sebastian Herzog

## Abstract

MiRNAs are small noncoding RNAs that promote the sequence-specific repression of their respective target genes, thereby regulating diverse physiological as well as pathological processes. Here, we identify a novel role of the miR-26 family in early B cell development. We show that enhanced expression of miR-26 family members potently blocks the pre-B to immature B cell transition, promotes pre-B cell expansion and eventually enables growth factor independency. Mechanistically, this is at least partially mediated by direct repression of the tumor-suppressor *Pten*, which consequently enhances PI3K-AKT signaling. Conversely, limiting miR-26 activity in a more physiological loss-of-function approach counteracts proliferation and enhances pre-B cell differentiation in vitro as well as in vivo. We therefore postulate a rheostat-like role for the miR-26 family in progenitor B cells, with an increase in mature miR-26 levels signaling cell expansion, and facilitating pre-B to the immature B cell progression when reduced.

## Abstract (precis)

We show that the activity of the miR-26 family determines early B cell behavior: high miR-26 levels promote cell expansion and block the pre-B to immature B cell transition, whereas a miR-26 reduction limits expansion and enhances pre-B cell differentiation.

## Introduction

Early B cell development in the bone marrow is a strictly regulated process characterized by sequential rearrangements of gene segments within the B cell receptor (BCR) heavy and light chain genes. Initiated first on the Ig heavy chain locus at the pre-pro-B–cell stage (1), D-to-J followed by productive V-to-DJ gene segment recombination gives rise to a mature Ig mu heavy chain that is expressed on the cell surface in form of the pre-BCR. The pre-BCR, which defines the pre-B cell stage, is composed of two mu heavy chains that pair with the surrogate light chain components VpreB and lambda5 (2). Ligand-independent autonomous crosslinking of the pre-BCR serves as a crucial checkpoint in development and orchestrates the clonal expansion of pre-B cells (3). This is followed by a transition into resting small pre-B cells, which undergo recombination of variable and joining gene segments within the Ig light chain (LC) genes and eventually express the mature BCR on the cell surface (4).

This stepwise progression, with alternating phases of proliferation (in early pro-B and pre-B cells) and differentiation involving DNA rearrangements (in late pro-B and small pre-B cells), has to be tightly regulated to preserve genomic stability, as errors within these developmental processes can promote pre-B cell leukemia, immunodeficiency and autoimmune diseases (5, 6, 7, 8, 9). This is mainly ensured by the interplay of the IL-7 receptor (IL-7R) and the pre-BCR, both of which dominate at a certain time throughout development (10). In pro-B cells, signaling through the IL-7R and the JAK/STAT as well as the PI3K-AKT modules is crucial for proliferation and survival (11). Moreover, these pathways actively suppress premature recombination of gene segments at the LC loci, both on the level of RAG enzymes as well as by orchestrating the accessibility of the LC locus (11, 12, 13). In synergy with signals emanating from the IL-7R, expression of the pre-BCR drives an initial proliferative phase with four to five cell divisions, and then promotes cell cycle exit by the activation of the SYK-SLP-65 (Src homology domain-containing leukocyte protein of 65 kD, also referred to as BLNK) module. Signaling via SLP-65 terminates or at least dampens PI3K-AKT signaling, which in turn activates the transcription factors FOXO1 and PAX5 and their downstream mediators to initiate LC gene recombination (14). This is supported by concomitant induction of the RAS-ERK MAPK module, which allows full *Rag1/2* gene expression and also enables LC locus accessibility (15). The switch from IL-7R to pre-BCR dominance is further enhanced by CXCR4 signaling, which repositions B cell precursors from IL-7^high^ to IL-7^low^ niches within the bone marrow microenvironment. Moreover, recent data indicate that CXCR4 signaling also plays a direct role in cell cycle exit, B cell survival and regulation of LC gene recombination (16).

However, even with this complex network of three receptors and their downstream signaling cascades in place, it appears fair to say that the precise regulation of early B cell development is only partially solved. Indeed, the discovery of noncoding RNAs, in particular miRNAs, has added a layer of posttranscriptional regulation to these processes that is far from completely understood. MiRNAs are small non-coding RNAs of about 21–24 nucleotides that promote the sequence-specific repression of their respective target genes (17). It has been estimated that more than two thirds of all coding genes, and consequently every biological process, are under control of miRNAs (18). This is also true for B cell development, which is significantly impaired from an early stage on in the absence of the miRNA processing machinery (19, 20, 21). More specifically, several miRNAs have already been described to fine–tune transition through the different B cell developmental stages, among them, for example, the miR-17-92 cluster, which is required for proper pro-/pre-B cell survival through repression of pro-apoptotic *Bim* and most likely also by ensuring proper PI3K signaling (22). Likewise, in vitro data suggest that the miR-15 family, best known for its tumor-suppressing function in chronic lymphocytic leukemia, regulates the interplay of proliferation and differentiation in early B cells (23). Later stages of the B cell life cycle are, for example, regulated by the miR-29 family and by miR-155, which control maintenance and terminal differentiation of mature B cells, respectively (24, 25, 26). Overall, however, a definitive function in B cell development has only been defined for relatively few miRNAs, suggesting that additional regulators will emerge upon thorough analyses.

In this study, we have followed up on an in vitro screen that intended to identify miRNAs involved in malignant transformation in B cell progenitors (27). Our findings reveal that the pre-B to immature B cell transition is potently blocked by enhanced expression of miR-26 family members miR-26a and b, both of which are found at relatively high levels in various immune cell subsets (28). Notably, aberrant expression of miR-26 not only inhibits B cell development, but promotes pre-B cell expansion and growth factor independency, pointing towards a proto-oncogenic function. Mechanistically, we identify the tumor-suppressor *Pten* as a direct target of miR-26 in this context and show that its repression enhances PI3K-AKT signaling. Conversely, limiting miR-26 activity in a more physiological loss-of-function approach counteracts proliferation and enhanced pre-B cell differentiation in vitro as well as in a mouse model. Together, our data reveal a novel role of the miR-26 family in regulating the pre-to immature B cell transition.

## Results

### Overexpression of miR-26 family members suppresses pre-B cell differentiation

To identify miRNAs that could potentially modulate early B cell development, we have recently performed a miRNA overexpression screen where we exploited the established B cell precursor cell line 1676 which is deficient for the adaptor proteins SLP-65 and LAT (linker for activation of T cells) (27). Because of their genetic constitution, 1676 cells are arrested at the pre-B cell stage, constitutively express and depend on the pre-BCR and proliferate in the presence of their growth factor IL-7. However, withdrawal of IL-7 triggers pre-BCR down-regulation and initiates recombination of gene segments at the κ LC gene, which gives rise to BCR^+^ immature B cells and thus recapitulates key processes of early B cell development (Fig 1A).

**Figure 1.**
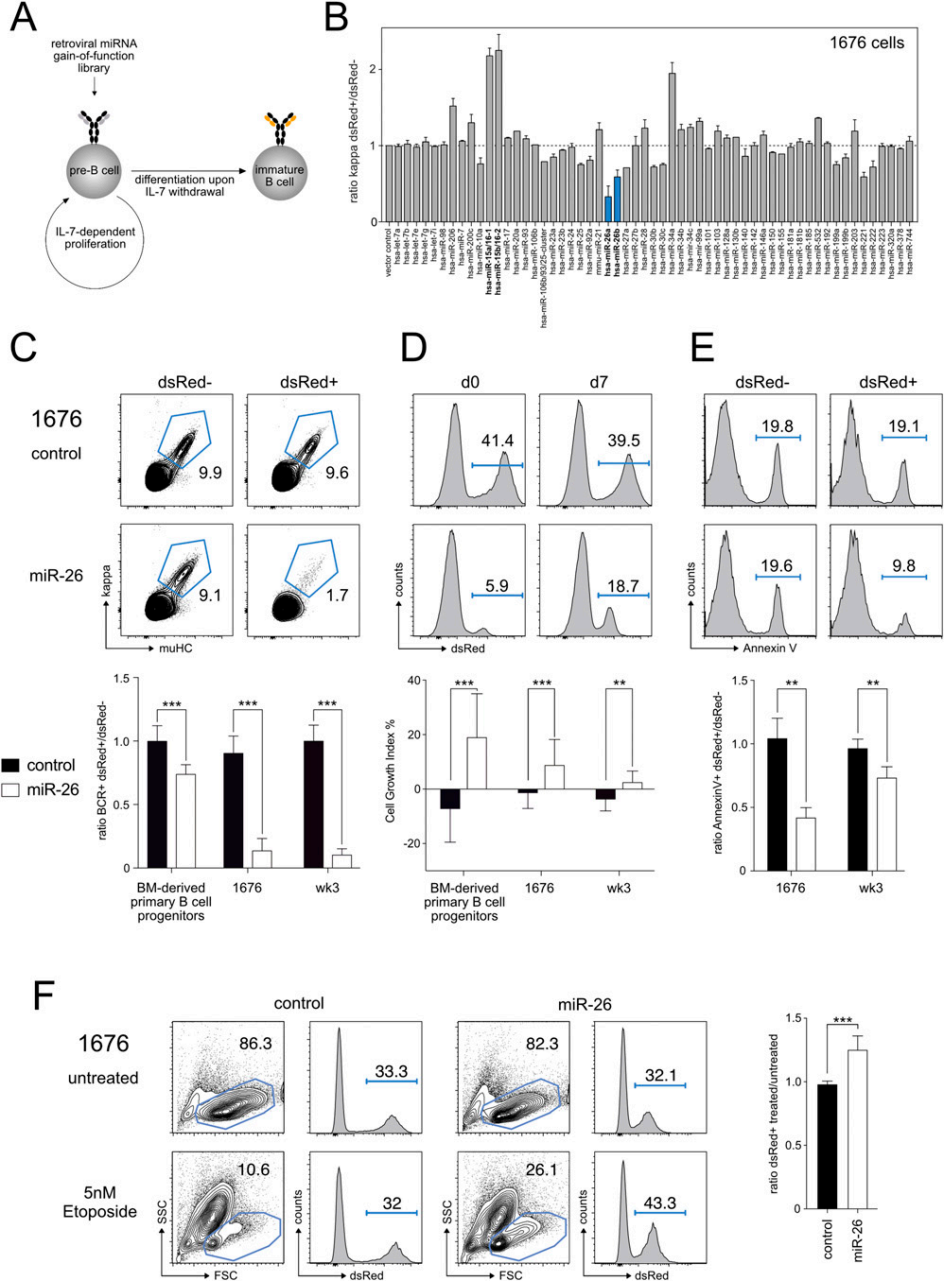
Overexpression of miR-26 family members drives pre-B cell expansion, blocks differentiation, and protects from apoptosis. **(A)** Schematic illustration of the miRNA overexpression screen to investigate pre-B cell differentiation upon IL-7 withdrawal. **(B)** 1676 pre-B cells transduced with miRNA overexpression constructs as indicated were cultured in the absence of IL-7 for 48 h to induce differentiation into immature B cells. Differentiation was analyzed by measuring surface expression of the kappa light chain as part of the mature B cell receptor. The bar graph depicts the ratio of dsRed+ (transduced) and dsRed− (non-transduced) kappa^+^ immature B cells within one sample (N = 4). **(C)** 1676 pre-B cells, wk3 pre-B cells, or primary B cell progenitors transduced for overexpression of miR-26a or an empty control vector were cultured without IL-7 for 48 h to induce differentiation. Representative FACS plots of an experiment with 1676 pre-B cells compare the percentage of kappa^+^muHC^+^ mature B cells in transduced (dsRed+) and non-transduced (dsRed−) cells within the same sample. The bar graph provides the statistical analysis of at least four independent experiments using primary B cell progenitors, the 1676 or the wk3 pre-B cell line, respectively. **(D)** 1676 pre-B cells transduced for overexpression of miR-26a or an empty control vector with dsRed as a fluorescent marker were cultured with IL-7 for 7 d. Representative FACS plots show the change in the percentage of dsRed+ cells over time. The bar graph shows the statistical analyses of the corresponding experiments in primary progenitors, in 1676 and in wk3 cells. Cell growth indices were calculated based on at least four independent experiments. **(E)** MiR-26a overexpression protects against apoptosis upon growth factor withdrawal. 1676 pre-B cells were transduced with the indicated constructs and cultured in the absence of IL-7 for 48 h. Numbers in histograms indicate the percentage of apoptotic cells defined as PI/DAPI–negative and Annexin V–positive. The bar graph displays the analyses of the corresponding experiments in both 1676 and in wk3 cells. **(F)** 1676 pre-B cells transduced with indicated constructs were treated with 5 nM etoposide for 20 h. Histograms depict the percentage of transduced (dsRed+) cells before and after treatment. **(C, D, E, F)** Bar graphs show mean + SD and represent at least four (C, D), eight (E) or seven (F) independent experiments; groups were compared by paired *t* tests; **P < 0.01, ***P < 0.001.

Within this setup, expression of a retroviral library comprising about 60 pri-miRNAs followed by IL-7 withdrawal and assessment of the percentage of κ^+^ cells led to the identification of several miRNAs either promoting or suppressing pre-B to immature B cell differentiation (Fig 1B). The strongest enhancement of differentiation was observed upon expression of miR-15 family members, which is in correspondence with our previous work (23). The most severe block of differentiation, on the other hand, was induced by overexpression of the two miR-26 family members miR-26a and miR-26b (Fig 1B, blue columns). As miR-26a and miR-26b share the same seed sequence and thus are expected to regulate the same set of target genes, from here on the construct encoding for miR-26a was used for all following miR-26 overexpression experiments. To validate the suppressive function of miR-26 in pre-B cell differentiation, we exogenously expressed miR-26a also in bone marrow-derived primary B cell progenitors as well as in another pre-B cell line arrested at the pre-B cell stage (wk3). In analogy to the screen, miR-26a overexpression resulted in a significant reduction of differentiation into BCR^+^ immature B cells upon IL-7 withdrawal in both settings, albeit less pronounced in the primary culture (Fig 1C). Nevertheless, these data clearly indicate that aberrant miR-26 levels interfere with the pre-B to immature B cell transition. This was further supported by quantitative RT-PCR analysis of 1676 control and miR-26a-expressing cells cultured either with or without IL-7 for 48 h. Here, key transcripts normally induced by IL-7 withdrawal, such as *Rag1*, *Rag2*, *Ikzf1* (Ikaros), and *Ikzf3* (Aiolos), were not or less strongly up-regulated when miR-26a was overexpressed (Fig S1A and B).

**Figure S1.**
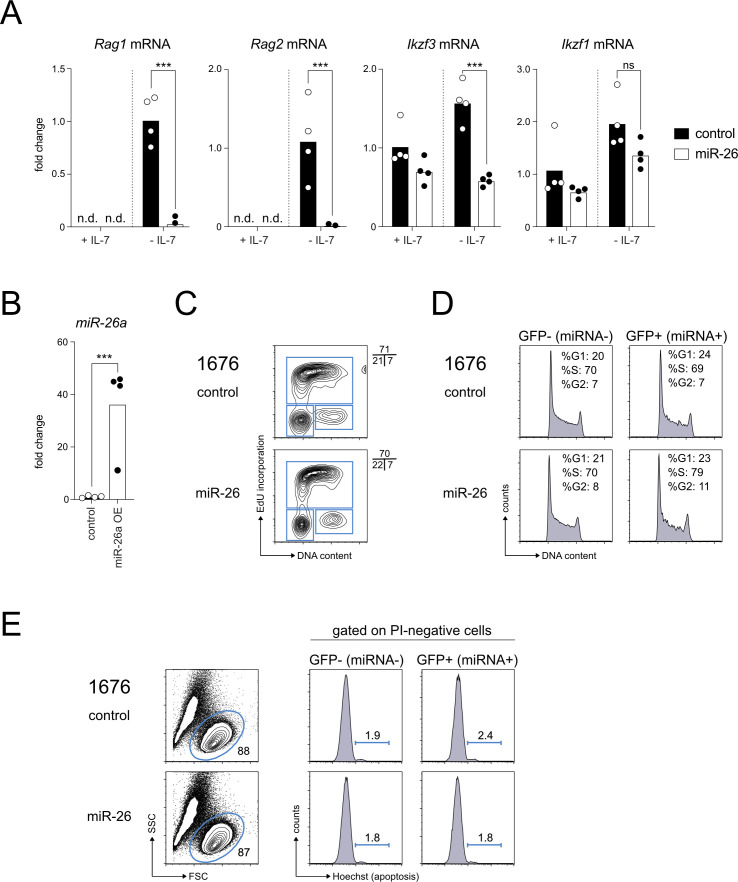
Aberrant expression of miR-26 counteracts the transcriptional reprogramming upon IL-7 withdrawal, but does not induce a clear pro-survival or anti-apoptotic effect under steady state conditions. **(A)** 1,676 cells expressing an empty control vector or miR-26a were cultured in the presence of IL-7 or without IL-7 for 48 h before total RNA preparation and quantitative PCR analysis of *Rag1*, *Rag2*, *Ikaros* (*Ikzf1*), and *Aiolos* (*Ikzf3*) expression. Expression of *beta-actin* was used as a reference. Samples in which the respective amplicon was not detected were excluded from the analysis and are not shown. When not found in any sample under a certain condition, the respective mRNA was considered as not detectable (n.d.). **(B)** Quantitative PCR for miR-26a in 1,676 control cells as well as in 1,676 cells overexpressing hsa-miR-26a in the presence of IL-7. **(C)** 1,676 cells transduced with an empty control vector or expressing miR-26a and cultured in the presence of IL-7 were labeled with 10 μM EdU for 1 h, stained for EdU incorporation and DNA content and analyzed by flow cytometry. The numbers correspond to the respective percentages in the G1 (lower left), S (upper) and G2 (lower right) cell cycle phases. **(D)** DNA content staining of 1,676 cells expressing miR-26a or an empty control vector as based on expression of GFP as a fluorescent marker (right panel). Non-transduced cells (GFP−/miRNA−) within the same sample serve as an internal control. Numbers indicate the percentages of cells in G1, S and G2 as defined by the flow cytometric analysis. **(E)** Quantification of apoptosis as determined by chromatin condensation in cells expression miR-26a or a control under steady-state conditions, i.e., with excessive amounts of IL-7. Cells were stained with PI and Hoechst 33342, and apoptotic cells (defined as PI-negative and Hoechst 33342^hi^) were determined by flow cytometry.

One prerequisite for pre-B cell differentiation is the shutdown of the cells’ proliferative program to enable gene segment recombination at the LC loci (11). We therefore wondered whether the reduced differentiation mediated by miR-26 might be the consequence of an enhanced proliferative capacity in pre-B cells. Indeed, both in bone marrow-derived primary B cell progenitors as well as in the pre-B cell line, high miR-26 levels conferred an advantage in a competitive setting under IL-7^+^ steady-state conditions (Fig 1D). Because this competition assay cannot distinguish between cell survival and proliferation effects, we directly investigated these processes through EdU labeling, DNA content staining and by measuring chromatin condensation (Fig S1C–E). Surprisingly, this did neither reveal a clear proliferative advantage of miR-26a–overexpressing cells under steady-state conditions, nor did it demonstrate a significant survival benefit, suggesting that these approaches may not be sensitive enough to detect small differences. Thus, it is unclear whether the enrichment of miR-26-expressing cells is an effect of enhanced proliferation, reduced apoptosis or both. However, when assessing cell death upon depletion of IL-7, which is a trigger of apoptosis in this in vitro system, miR-26a expression had a clear pro-survival effect (Fig 1E). To clarify whether this is restricted to growth factor withdrawal or rather a general anti-apoptotic feature, we further tested the cellular response to etoposide, a potent inducer of DNA strand breaks. Using the percentage of miR-26a expressing cells over time as a readout, we observed an enrichment and thus selective advantage of treated cells compared with the untreated controls, indicating an anti-apoptotic effect of miR-26a also in this setting (Fig 1F). Together, these data show that the miR-26 family not only opposes pre-B cell differentiation, but also supports early B cell expansion and survival under growth factor limiting conditions or toxic stimuli. Notably, such features are typical for proto-oncogenes, which made us wonder about the consequences of miR-26 expression on the cellular level.

### Aberrantly high levels of miR-26a can transform pre-B cells

When expressing oncogenes such as BBL or constitutively active RAS, *SLP-65*^−/−^*LAT*^−/−^ pre-B cell lines display ongoing proliferation and survival even in the absence of their growth factor IL-7 (27). This mimics a transformation-like state and recapitulates the key phenotype of pre-B leukemia, making this system a suitable tool to assess a gene’s oncogenic potential. Exploiting this feature, monitoring pre-B cells under conditions lacking IL-7 revealed that overexpressing miR-26a, but not its respective seed mutant (miR-26a^mut^), was indeed sufficient to drive continuous expansion and rendered cells growth factor-independent (Fig 2A). Notably, when repeated in bone marrow-derived primary B cell precursors, aberrant expression of miR-26a on its own was not able to transform cells (data not shown), most likely reflecting that additional hits, such as the loss of pre-BCR signaling components in the tested pre-B cell lines, are required to fully establish a leukemic phenotype. In correspondence, even in the cell lines, most of the miR-26a–expressing cells underwent apoptosis upon IL-7 withdrawal (Fig 2A), and only a fraction eventually became independent of the growth factor. This points to a strong selection within the heterogeneous population, and likely illustrates the dependence on additional oncogenic mutations. To investigate how miR-26a transforms pre-B cells, we took a closer look at pre-BCR expression, since continuous signaling from the pre-BCR has been shown to promote proliferation and leukemic progression (29). Upon IL-7 withdrawal, control cells down-regulated their pre-BCR as measured by lambda5, which was accompanied by gene segment recombination at the κ LC loci and expression of the mature BCR on the cell surface (Fig 2B; third line). In contrast, miR-26a-expressing cells retained their pre-BCR^+^ phenotype (Fig 2B; fourth line). Interestingly, an assessment of their intracellular phospho-tyrosine signaling status revealed that miR-26 expressing cells cultured without IL-7 for 12 h as well as transformed cells were indistinguishable from their control counterparts cultured in the presence of IL-7 (Fig 2C), suggesting that these cells can maintain a proliferative signaling pattern. This raised the question whether continuous pre-BCR expression and its downstream signaling is causative for or simply correlates with the leukemic phenotype. To investigate this, we tested two shRNAs for silencing the critical pre-BCR subunit CD79b, both of which significantly reduced pre-BCR surface expression compared with the control (Fig 3A). Exploiting the more potent shCD79b #1, transformed cells lacking CD79b had a clear competitive disadvantage and became significantly reduced over time (Fig 3B), indicating the positive impact of pre-BCR signaling. This pre-BCR dependence was further confirmed by pharmacological inhibition of SYK, one of the key kinases critical for initiation of pre-BCR and BCR signaling (30). Here, transformed cells lacking pre-BCR signals displayed a strongly reduced cell size, which is an indicator for cell cycle arrest, both in the presence as well as in the absence of their growth factor IL-7 (Fig 3C), and eventually underwent apoptotic cells death. Hence, we conclude that continuous pre-BCR signaling is required to keep miR-26a–expressing cells in their leukemic state.

**Figure 2.**
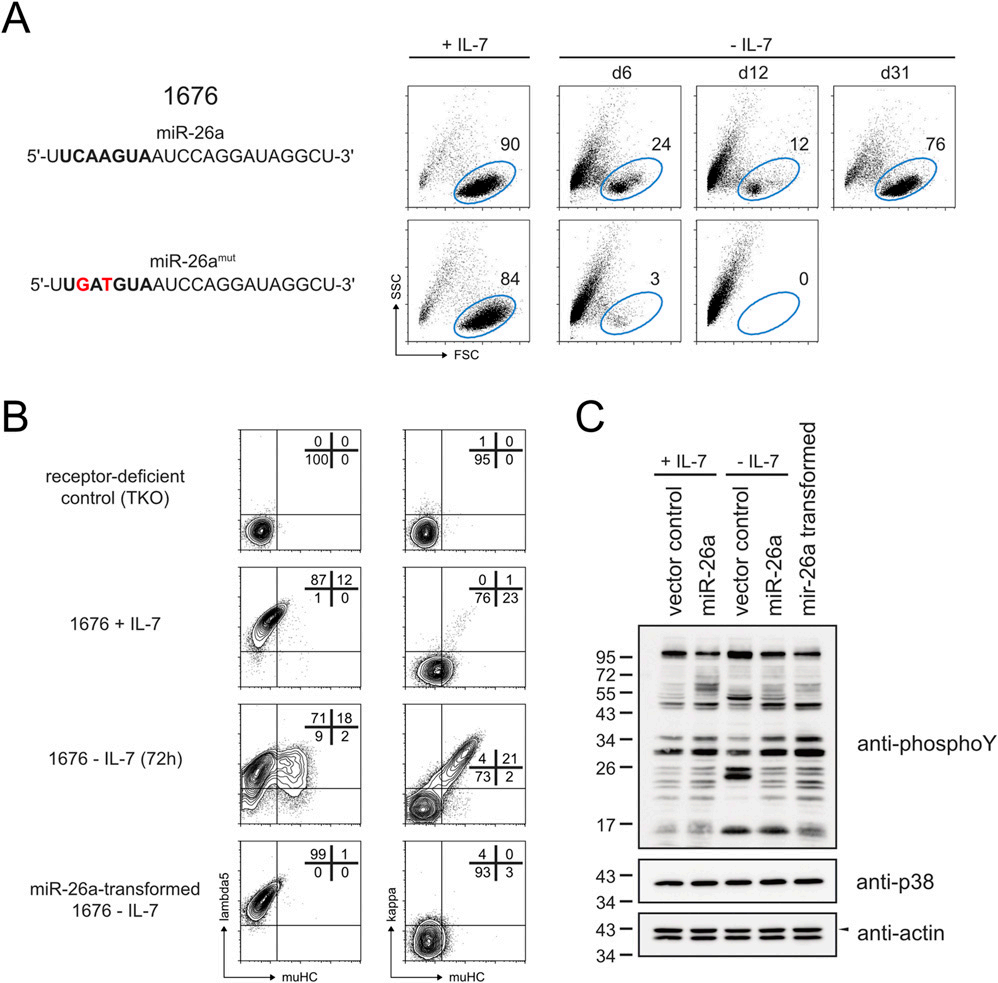
Aberrantly high miR-26a levels promote growth factor independence. **(A)** 1676 pre-B cells overexpressing miR-26a or a variant in which two nucleotides within its seed region were mutated (bold letters, point mutations in red) were cultured in the absence of IL-7 for an extended time. Representative FACS plots show the percentage of living pre-B cells as defined by FSC/SSC parameters at different time points. Representative of three independent experiments. **(B)** Parental 1676 pre-B cells cultured with IL-7 or without IL-7 and an established IL-7–independent clone of miR-26a-expressing cells were analyzed for pre-B cell receptor (BCR) (lambda5) and mature BCR (kappa) expression. A differentiation-defective pre-B cell line lacking a pre-BCR (TKO) was used as a negative control. Numbers represent the percentages of cells within the respective gates. Shown plots are representative of three independent experiments. **(C)** Anti-phosphotyrosine Western blot comparing 1676 pre-B cells cultured with IL-7 or after IL-7 withdrawal for 12 h and expressing the constructs as indicated with transformed, IL-7–independent miR-26^+^ cells. Actin (upper band, marked by a black arrow) and p38 serve as loading controls.

**Figure 3.**
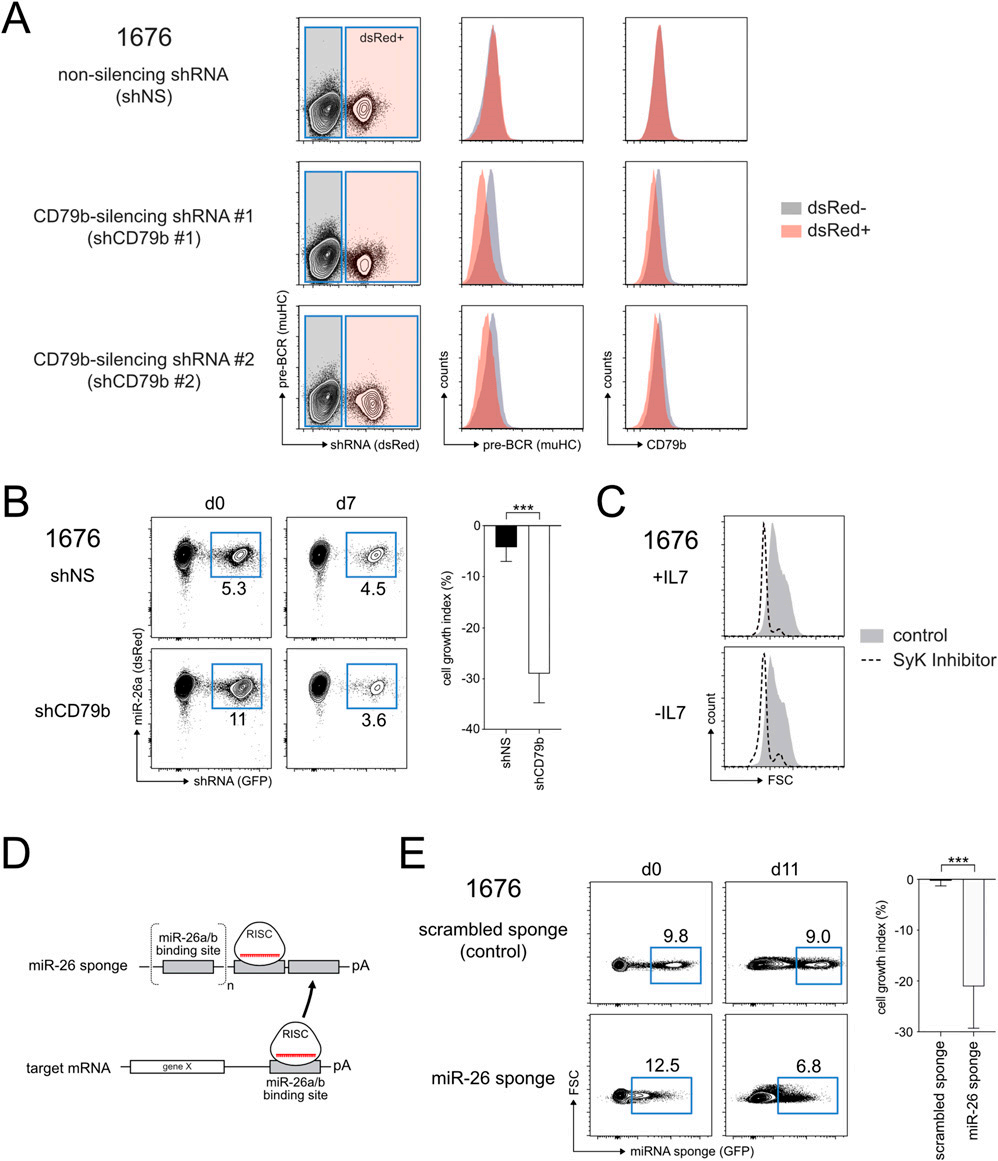
Transformed pre-B cells are addicted to pre-BCR signaling and depend on high miR-26 expression. **(A)** Flow cytometric analysis indicating a clear reduction in surface pre-BCR expression upon knockdown of CD79b in 1676 cells. **(B)** Pre-BCR signaling is indispensable for miR-26a–transformed pre-B cells. MiR-26^+^ IL-7–independent 1676 pre-B cells were stably transduced with a control non-silencing shRNA or with an shRNA targeting CD79b. Representative FACS plots show the percentage of transduced (GFP+) cells at indicated time points. Bar graphs summarize mean + SD of four independent experiments. **(C)** Transformed 1676 cells cultured with or without IL-7 were treated with DMSO only (grey histogram) or with the Syk inhibitor R406 (dashed line) for 48 h. The FSC pattern serves as an indirect marker for proliferation. **(D)** Schematic illustration of the mechanisms underlying miRNA-sponge mediated sequestration of specific RISC complexes. **(E)** IL-7–independent pre-B cells are addicted to high miR-26 levels. Transformed 1676 cells cultured in the absence of IL-7 were transduced with a control (scrambled) or a miR-26 sponge construct. The percentages of transduced (GFP+) cells were measured at d0 and d7 as indicated by representative contour plots. Bar graphs summarize the mean growth indices + SD of five independent experiments. Groups were compared by a paired *t* test; ***P < 0.001.

Furthermore, we investigated whether transformation requires continuous miR-26a expression, also referred to as oncogene addiction, or whether miR-26a is only required to initiate the leukemic state. In detail, we inhibited miR-26a activity in established, IL-7–independent clones using a miRNA sponge, an mRNA containing multiple concatemeric repeats of miR-26–binding sites in the 3′-UTR (Fig 3D; reference 31). When transcribed, the miR-26 sponge is supposed to sequester the RISC-incorporated miR-26 family members and thereby induces a derepression of endogenous target genes. Indeed, expression of a miR-26–specific sponge, but not of a control, resulted in a clear derepression of a reporter sensing the activity of endogenous miR-26a and b (Fig S2). In contrast to the scrambled sponge control, expression of the miR-26 sponge in transformed cells conferred a competitive disadvantage, indicating that cells in their transformed, proliferative state are selected for high levels of miR-26 (Fig 3E).

**Figure S2.**
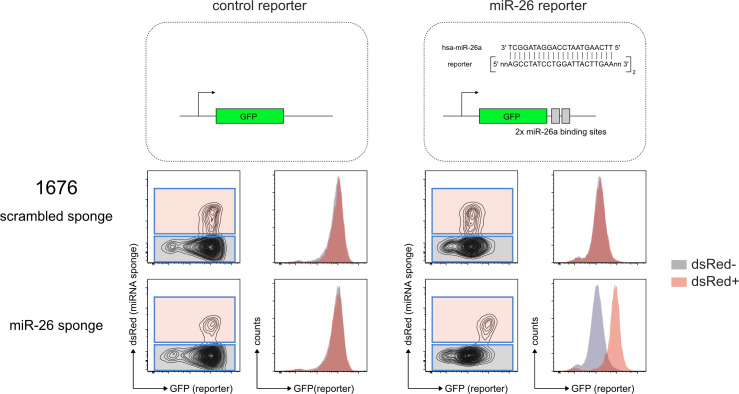
Specific sponge-mediated derepression of a fluorescent reporter sensing the activity of endogenous miR-26 family members 1,676 cells expressing a GFP-based reporter lacking any miRNA binding site in its 3′ UTR (control reporter) or with two miR-26a binding sites (miR-26 reporter) were transduced with constructs encoding dsRed as a marker together with a scrambled sponge or a sponge targeting miR-26a and b, respectively. The histogram overlays depict the GFP reporter fluorescence of non-transduced (grey) and transduced (red) cells within the same sample.

Together, these data demonstrate that aberrant miR-26a expression arrests cells at a pre-BCR^+^ stage and enables growth factor independence, and that the maintenance of this transformation-like state critically depends on the miRNA and on continuous pre-BCR downstream signaling. This raised the question how miR-26a mediates this profound reprogramming on the molecular level.

### Mir-26 overexpression activates PI3K signaling by repression of *Pten*

MiRNAs mediate their function by regulating networks of target genes, often resulting in complex phenotypes as also observed here. Nevertheless, we anticipated that aberrant miR-26 regulation might impact one of the key signaling pathways controlling the pre-B checkpoint, thereby interfering with proper pre-B to immature B cell transition. To investigate this in detail, we performed transcriptome analysis comparing miR-26a overexpressing cells with control pre-B cells. 

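The cell line used for the arrays is a mouse pre-B cell line without the adaptor proteins SLP-65 and LAT that grows as pre-B cells while the growth factor IL-7 is present. RNA of cells kept in IL-7 was hybridized to 6 single-colour Agilent mouse arrays. There were 2 arrays of cells with the empty control vector, 2 of cells overexpressing miR-26a and 2 of cells expressing the miR-26 sponge, taken by the replicate numbers of the labels as 1 array of each group from each of 2 experiments. Each array holds 59305 spots for 55681 different probes of 60 bases. Between 28823 and 29800 spots per array were well above background and no spot was saturated. The small number of arrays limits the precision of every value. The authors deposited the scanner output of each array, in which the intensity of a spot is the background-subtracted processed signal. They also deposited a table of their own processed intensities. From the scanner output, the processed signals were quantile-normalized and log2-transformed and the spots of each probe averaged. The 20168 probes that were well above background on at least 1 array and had a processed signal above 50 on at least 4 of the 6 arrays were tested with limma. The fit covered all 6 arrays, with the experiment as a block, and p-values were adjusted by the Benjamini-Hochberg method. The choice of probes matters for these counts, because with all 55681 probes in the fit no probe passed the threshold after adjustment.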

Genes that showed at least 20% repression upon miR-26a overexpression were filtered for conserved miR-26 binding sites using different prediction tools, which resulted in a total of 187 putative target genes (Fig 4A and Table S1). 

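Comparing miR-26a with control, 1036 probes were lower and 913 were higher at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, the numbers were 2608 and 2892. When control replicate 1 was left out, 147 probes were lower and 66 higher after adjustment, and without control replicate 2 the numbers were 163 and 70. Without the experiment as a block they were 240 and 72. By the criterion of the study, an unadjusted p under 0.05 and a log2 change of -0.26 or less, 1256 annotated genes were repressed in the limma fit. They include 437 of the 441 genes that the paper lists in Table S1. When each probe was instead tested on its 2 within-experiment log ratios alone, which are compared with 0, 440 genes were repressed and 435 of them are in Table S1, but no probe passed the Benjamini-Hochberg adjustment. The unpaired t-test on the arrays of this contrast, the form that the legend of Fig 4 names, gave 619 repressed genes and likewise no probe after adjustment. The filter for predicted binding sites was not repeated here. Of the genes in Table S1, the paper marks 187 as predicted targets, and it takes these repressed genes with a predicted site as the putative targets of miR-26a.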

To validate some of these putative hits as direct targets of miR-26a, we expressed the 3′-UTRs of selected genes together with GFP and assessed whether miR-26a, but not its seed mutant, affects reporter expression (Fig 4B). Indeed, several 3′-UTR constructs were directly repressed by miR-26, among them *Pten* (Phosphatase and tensin homolog), a known tumor suppressor and negative regulator of the PI3K-AKT signaling axis (Fig 4B, blue columns). This raised our interest because PI3K signaling has been demonstrated to instruct precursor B cell expansion and to orchestrate gene expression at the pre-B cell stage (32, 33), making it a critical regulator in early B cell development. Inhibition of PI3K, on the other hand, has been shown to be sufficient to induce differentiation of pre-B cells even in the presence of IL-7 (14). It is therefore tempting to speculate that PI3K pathway activation needs to be turned down or shut off to enable the pre-B to immature B cell transition, and vice versa, that failure to lower PI3K signaling below a certain threshold may counteract this differentiation process.

**Figure 4.**
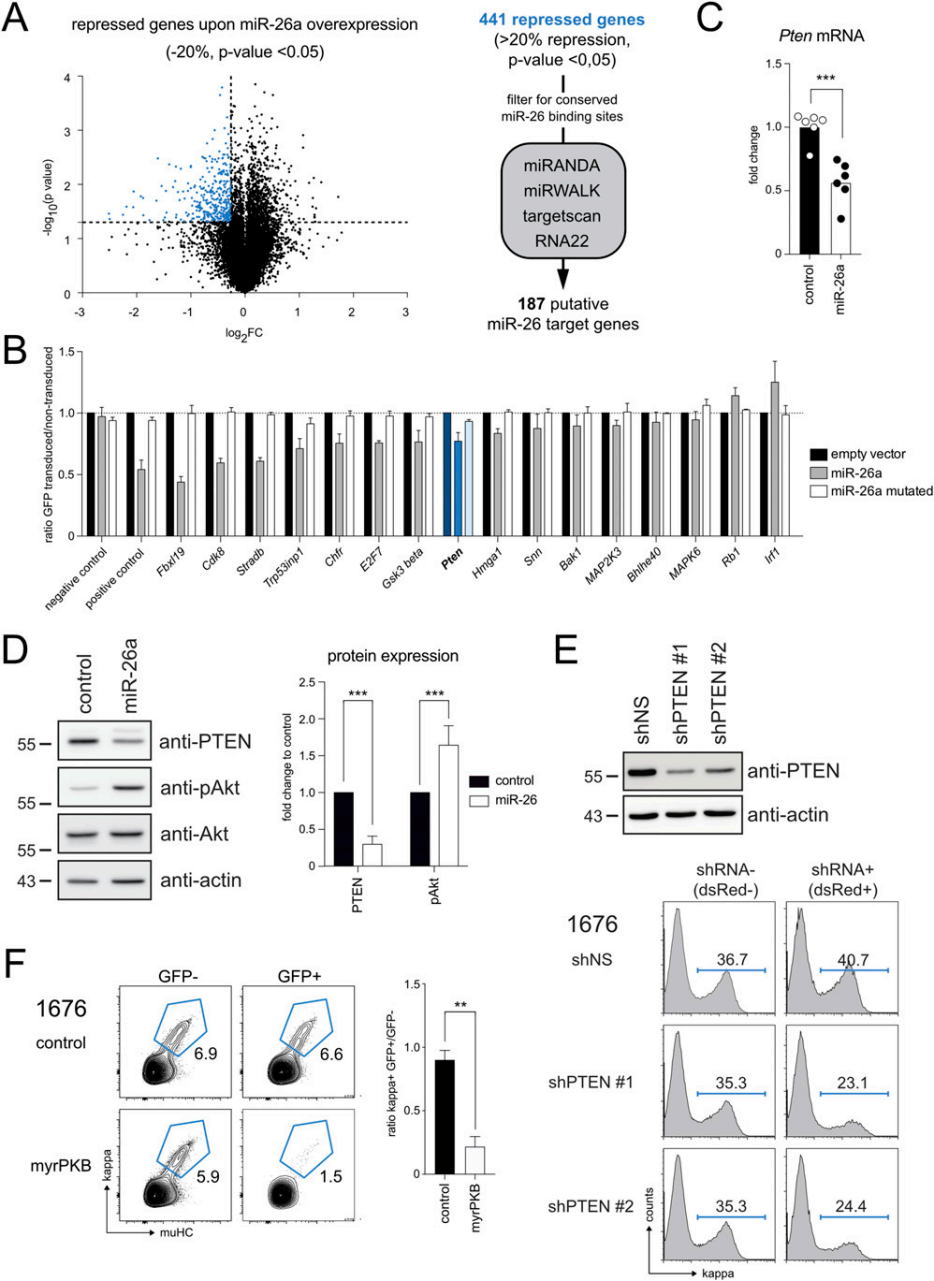
Mir-26 overexpression activates PI3K signaling through repression of *Pten*. **(A)** Volcano plot showing the transcriptome changes in miR-26a–expressing 1676 pre-B cells compared with the respective control (two independent experiments). The horizontal dashed line marks the *P*-value cutoff, the vertical line depicts a repression by 20% or more. Genes that are significantly down-regulated upon miR-26a expression are displayed in blue. The flow chart on the right summarizes the strategy for miR-26a target identification. **(B)** Putative target genes identified by microarray analysis were validated by 3′UTR reporter assays. 1676 pre-B cells expressing GFP reporters containing the 3′-UTRs of putative target genes were transduced with an empty vector, a miR-26a construct or a seed mutant of miR-26a (see Fig 2A). Bar graphs show the GFP mean fluorescence intensity comparing transduced and non-transduced cells as analyzed by flow cytometry and normalized to the empty vector. A reporter without a 3′-UTR and a reporter with a perfect complementary miR-26a site served as negative and positive controls, respectively. Depicted results are representative for at least four independent experiments. **(C)** Quantitative RT-PCR of *Pten* levels in 1676 pre-B cells overexpressing miR-26a or a control construct. The bar graph depicts *Pten* levels normalized to the control construct. **(D)** Western blot analysis determining protein levels of PTEN, phospho-AKT (pAkt), AKT, and beta-actin as a loading control. The bar graph summarizes PTEN and pAKT levels normalized to the empty vector control. Bar graphs (C, D) summarize mean + SD of six independent experiments. **(E)** Knockdown of *Pten* mimics the suppression of pre-B cell differentiation induced by miR-26a. Western blot analysis to confirm shRNA-induced knockdown of *Pten*. Histograms depict the percentages of immature (kappa^+^) pre-B cells upon transduction with shRNAs against *Pten* and IL-7 withdrawal for 48 h. Representative of two independent experiments. **(F)** Enhanced AKT signaling compromises pre-B cell differentiation. 1676 pre-B cells were transduced with a myristoylated form of AKT and cultured in the absence of IL-7 for 48 h. Differentiation of transduced (GFP+) and non-transduced (GFP−) cells was compared based on kappa expression. The bar graph represents mean + SD of four independent experiments. For statistical analysis, groups were compared by an unpaired *t* test; **P < 0.01, ***P < 0.001.

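Among the annotated probes that changed in the same direction in both experiments at an adjusted p under 0.05, the probe for Rag2 (chromosome 2, 101470723 to 101470782, mm9) had one of the largest falls, with a log2 change of -3.36 (standard error 0.11, adjusted p = 0.00115 from limma). Its mean log2 signal was 9.36 ± 0.02 (SD, n = 2 arrays) in control and 6.00 ± 0.07 (SD, n = 2) in miR-26a cells. Col5a3 fell by 2.51 on the log2 scale, and the probes of Igfbp4 and Camk4 fell as well. The Igfbp4 probe was not well above background on either miR-26a array and its signal was at least 5.05-fold lower than in control. This bound sets the mean of the control arrays against the mean, over the miR-26a arrays, of the higher of the lowest signal among probes well above background and the probe's own signal. Of the miR-26a arrays, only that of experiment 1 had the Camk4 probe well above background, and there its log2 change was -1.86. The probes that rose most were those of Ptgs1, with a log2 change of 1.72, A130040M12Rik (1.57), Srxn1 (1.54), Ptgir (1.41) and Fetub (1.34).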

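Of the genes whose 3′-UTRs were placed in reporters, 15 are reported here as measured on the arrays, as the transcripts of the genes themselves. Of these, 14 had a lower signal with miR-26a than with the control vector. The median log2 change was -0.69, and the values ranged from -1.54 for Stradb to 0.22 for Map2k3. In the limma fit, 12 of the 15 genes passed an adjusted p under 0.05 over all probes tested, and 14 did when adjusted over the list alone, where Map2k3, which rose, passed and Irf1 did not. Most of these genes are in Table S1, which rests on the same arrays, so neither number is independent evidence. The genes that did not pass over all probes were Rb1 with a log2 change of -0.29 (adjusted p = 0.0671), Irf1 with -0.13 (adjusted p = 0.351) and Map2k3 (adjusted p = 0.127). Other probes of E2f7, Gsk3b, Mapk6 and Cdk8 changed less than the listed ones and did not pass, with log2 changes of -0.12 for E2f7, of -0.16 and -0.12 for Gsk3b, of -0.25 for Mapk6 (adjusted p = 0.140) and of -0.35 for Cdk8 (adjusted p = 0.0502), while a further probe of Mapk6 and of Cdk8 each passed.

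**Figure D1:**
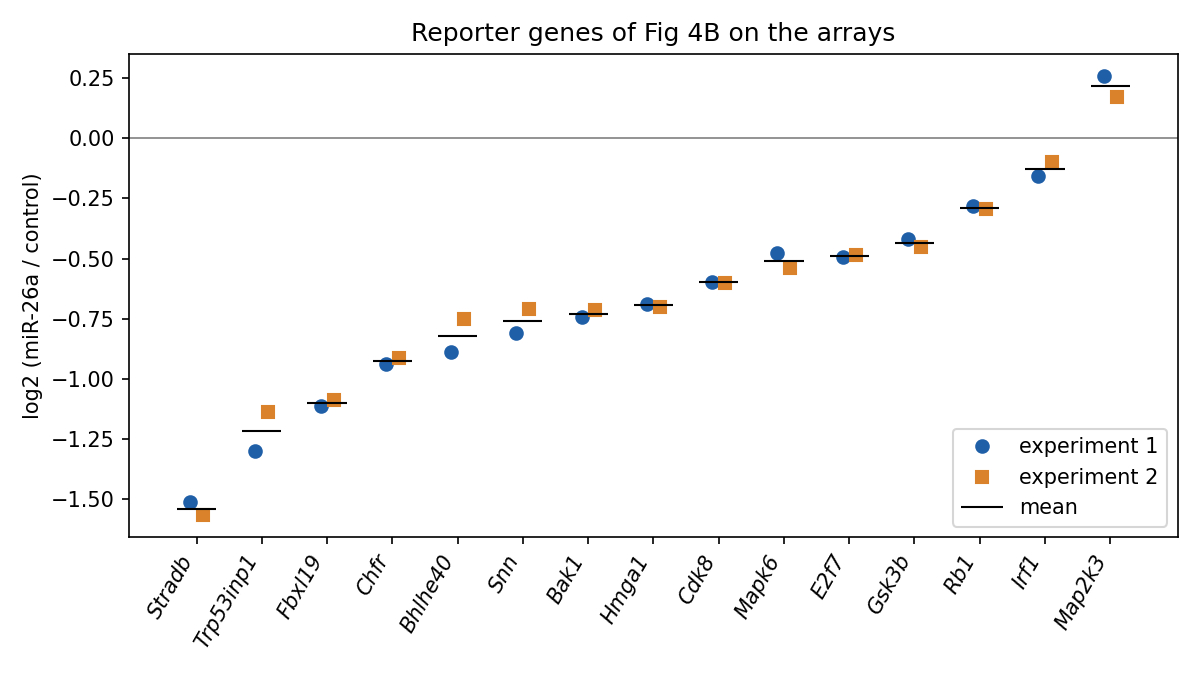
Log2 ratio of miR-26a to control for 15 genes of Fig 4B, ordered by their mean. Circles and squares are experiments 1 and 2, the short lines are their means and the grey line marks no change; 14 means lie below it and Map2k3 lies above it in both experiments.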

Validating the microarray data, qRT-PCR analysis of an independent dataset confirmed that aberrant miR-26a expression reduces the level of *Pten* transcripts (Fig 4C). This was further supported by Western blot analysis, which showed a decrease in PTEN protein levels (Fig 4D). Notably, the reduction in PTEN was accompanied by an increase in phospho-AKT^S473^ levels, which can serve as an indicator for PI3K pathway activation (Fig 4D). Thus, miR-26–mediated repression of *Pten* has clear functional consequences, that is, it activates the PI3K-AKT cascade, which may at least partially explain the miR-26–mediated pre-B cell phenotype described above. To test this in more detail, we used two alternative methods to activate the PI3K-AKT pathway independent of aberrant miR-26a expression, anticipating that this would interfere with pre-B to immature B cell differentiation.

First, we performed shRNA-mediated *Pten* knockdown and could indeed observe reduced pre-B cell differentiation compared with controls upon IL-7 withdrawal (Fig 4E). To test whether this effect is in fact driven by AKT activation, and not by a PI3K-independent function of PTEN, we furthermore expressed a myristoylated variant of AKT in pre-B cells. This modification recruits AKT to the plasma membrane independent of upstream signaling events and in consequence renders the kinase constitutively active, thereby mimicking a hyper-activation of the PI3K pathway. Here, expression of myristoylated AKT recapitulated the shPTEN phenotype, that is, a reduced percentage of differentiated immature B cells upon IL-7 withdrawal (Fig 4F), albeit more pronounced because of the massive activation of AKT.

Together, this identifies PI3K signaling as a central pathway deregulated by miR-26a overexpression and suggests that *Pten* is a key target involved in the miR-26-induced block of early B cell development. Noteworthy, however, neither knockdown of *Pten* nor expression of myristoylated AKT were able to transform pre-B cell lines on their own (data not shown), indicating that the deregulated network underlying the miR-26–mediated phenotype is more complex and most likely supported by repression of additional target genes.

### Knockdown of endogenous miR-26 family members enhances pre-B cell differentiation

Having identified a block in early B cell development upon aberrant overexpression of miR-26a, we wanted to know whether a knockdown of the endogenous miR-26 family would eventually result in the reciprocal phenotype. If so, this would indicate a role of the miR-26 family not only in a potential oncogenic setting, but also under physiological conditions. Indeed, when interfering with endogenous miR-26a and b expression by their sequestration with a miR-26 family-specific sponge construct, we found an increase in pre-B cell differentiation upon withdrawal of IL-7 (Fig 5A). Notably, this phenotype was not restricted to different pre-B cell lines, but was also robustly observed in bone marrow-derived primary B cell progenitors. Furthermore, pre-B cells with reduced levels of functional miR-26 had a competitive disadvantage and got lost over time in both cellular systems (Fig 5B). Hence, the activity of the miR-26 family in early B cells determines cellular behavior in terms of cell expansion and differentiation: On one end of the spectrum, high miR-26 levels promote cell proliferation and/or survival and block the pre-B to immature B cell transition, whereas on the other end a reduction of the physiological miR-26 levels limits expansion and enhances pre-B cell differentiation in vitro. This made us wonder whether the same phenotype would also manifest in a more complex in vivo environment. Given that the miR-26 family consists of three different members miR-26a-1, miR-26a-2, and miR-26b (encoded on mouse chromosomes 9, 10, and 1, respectively), rendering traditional targeting tedious, we recapitulated our in vitro approach and generated a conditional miR-26 loss-of-function sponge model as well as a corresponding scrambled sponge control, both expressing GFP as a fluorescent marker. To test the functionality of the miR-26 sponge, we exploited a mechanism referred to as target-directed miRNA degradation (TDMD; reference 34). TDMD describes the phenomenon that a near-perfect complementary binding of a miRNA to its target sequence not only reduces the level of the target mRNA, but also of the miRNA itself. A sponge construct therefore not only functionally blocks miRNA activity, but can also reduce the level of the targeted miRNAs. Indeed, a qRT-PCR analysis of GFP-positive B cells sorted from the spleen of scrambled sponge and miR-26 sponge animals demonstrated a clear reduction of miR-26a and b in the latter (Fig 6A). Supporting sponge function, we furthermore found that miR-26 sponge-positive cells displayed significantly lower GFP levels compared with the control (Fig 6B), likely reflecting partial repression of the sponge because of efficient sequestration of miR-26a/b-loaded RISC complexes.

**Figure 5.**
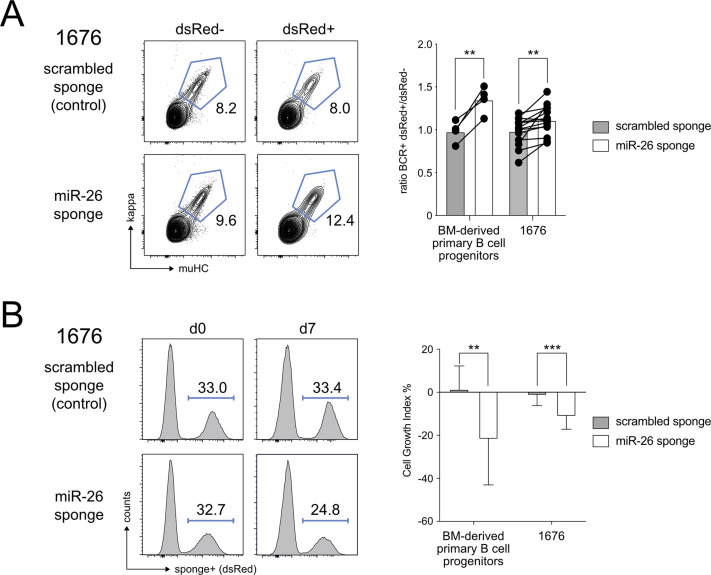
Knockdown of endogenous miR-26a and b counteracts pre-B cell expansion and enhances pre-B to immature B cell differentiation in vitro. **(A)** 1676 pre-B cells transduced either with a scrambled sponge (control) or with a miR-26 sponge construct were cultured without IL-7 for 72 h to induce differentiation. Contour plots depict the percentage of immature B cells as defined by muHC^+^kappa^+^ in transduced (dsRed+) and non-transduced (dsRed−) cells within one sample. The bar graph summarizes the ratio of immature B cells among transduced and non-transduced cells in primary bone marrow-derived B cell precursors and in the 1676 cell line. Lines connect the data points of the independent experiments. **(B)** 1676 pre-B cells expressing the miR-26 sponge or a scrambled sponge construct were cultured with IL-7 for 7 d. Representative histograms show the change in the percentage of transduced (dsRed+) cells over time. The bar graph provides a statistical analysis based on the cell growth index for the pre-B cell line 1676 and for primary B cell progenitors. Graphs show mean + SD and represent at least four independent experiments (A, B); groups were compared by a paired *t* test; **P < 0.01, ***P < 0.001.

**Figure 6.**
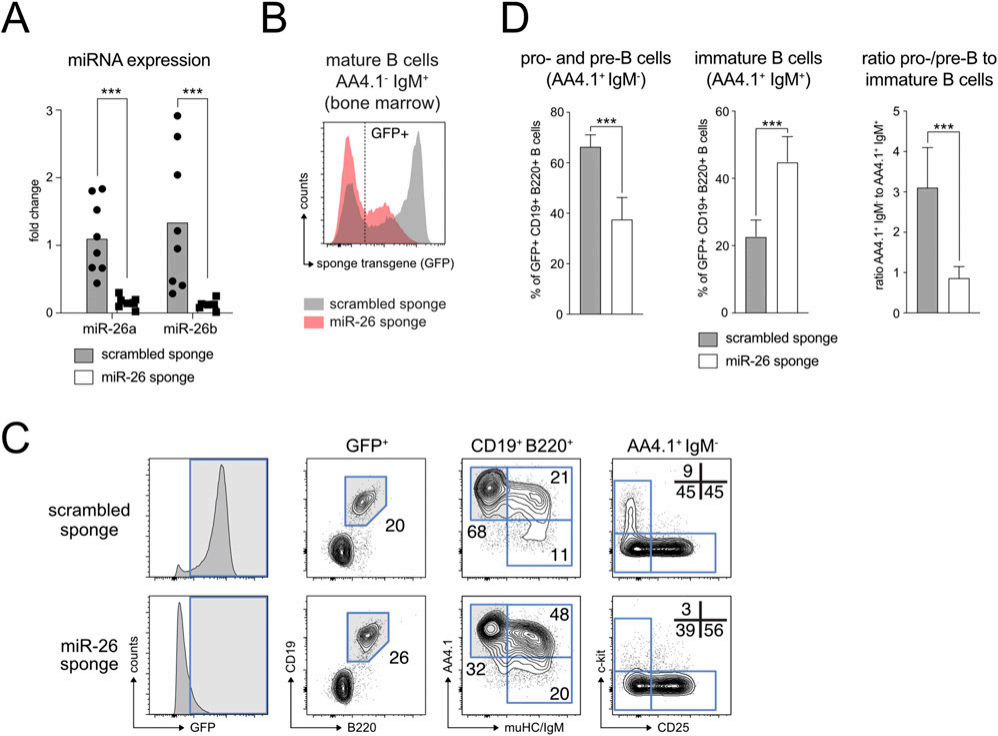
An in vivo miR-26 loss-of-function mouse model recapitulates the enhanced pre-B cell differentiation phenotype. **(A)** GFP+ pro- and pre-B cells as defined by B220^+^IgM^−^AA4.1^+^ of scrambled control or miR-26 sponge mice were FACS sorted and analyzed for expression of miR-26a and b by quantitative PCR. Individual experiments were normalized to the mean expression of scrambled sponge mice. Data are representative of at least eight independent experiments. **(B)** Histogram overlay depicting scrambled (grey) and miR-26 (red) sponge expression in mature bone marrow B cells based on GFP fluorescence. **(C)** Representative gating strategy to evaluate early B cell development in scrambled and miR-26 sponge-expressing mice. Gates that are highlighted in grey define the next population in the hierarchy (from left to right). Pre-gates were set on GFP+ and CD19^+^B220^+^ B cells, and pro- and pre-B cells were further defined as AA4.1^+^IgM^−^, immature B cells as AA4.1^+^IgM^+^, and mature B cells as AA4.1^−^IgM^+^. Pro– and pre-B cells were further subdivided into pro–B cells (c-kit^+^CD25^−^), pre-B cells (c-kit^−^CD25^+^), and an intermediate population (c-kit^−^CD25^−^). Numbers represent the percentage of cells within the respective gates. **(D)** The bar graphs summarize the percentages of pro– and pre-B cells and immature B cells among GFP+ B cells, as well as the ratio of those values, in control and miR-26 sponge mice. Bars show mean + SD and represent at least eight independent experiments. ***P < 0.001.

Having observed a clear effect of the sponge on mature miRNA levels, we wondered about its impact on B cell development. Interestingly, the pro- and pre-B cell compartment (AA4.1^+^ IgM^−^) in the bone marrow was strongly reduced at expense of the immature population (AA4.1^+^ IgM^+^; Fig 6C and D). Given that our in vitro data indicated an enhanced progression of pre-B cells towards the immature stage upon miR-26 sequestration, we interpret these in vivo findings in a similar way: pro- and pre-B cells appear to differentiate faster or more efficient, possibly also combined with a less extensive expansion at the pre-BCR checkpoint, resulting in a relative increase in immature B cells. Notably, later stages in the splenic compartment did not show any perturbations upon sequestration of miR-26 family members (Fig S3), making the alternative scenario in which the accumulation of immature B cells is due to a block in further maturation unlikely.

**Figure S3.**
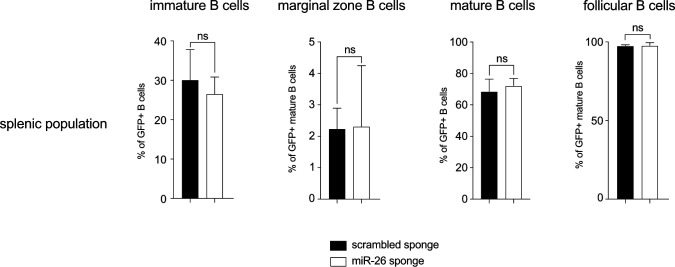
Comparable distribution of splenic B-cell population in scrambled and miR-26 sponge-expressing mice. In analogy to Fig 6D, the bar graphs summarize the percentages of splenic immature (AA4.1+), mature (AA4.1−), marginal zone (AA4.1−CD1d+IgM^hi^), and follicular B cells (AA4.1−CD1d−) among GFP+ B cells in scrambled control and miR-26 sponge mice. Bars show mean + SD and represent at least nine independent experiments.

### Endogenous miR-26 likely functions through multiple, weakly repressed target genes

Having identified *Pten* as an important miR-26 target in the overexpression setting, with a likely role in establishing the block in pre-B cell differentiation, we wondered whether the reciprocal miR-26 loss-of-function phenotype might be driven by increased *Pten* expression and consequently reduced PI3K signaling. However, *Pten* levels were altered neither in cell lines expressing the miR-26 sponge nor in pre-B cells sorted from sponge mice, and correspondingly, we did not observe a clear reduction in phosphorylated AKT (Figs 7A and S4). We therefore hypothesized that other target genes must be responsible for the observed phenotype, and investigated this in more detail. In particular, we adopted the same strategy as for miR-26 overexpression and performed a transcriptome analysis of miR-26 sponge versus control cells, expecting to identify genes that become derepressed by the former. 

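The sponge data come from the same slide as the miR-26a data, and the control is the same empty vector. None of the arrays analysed here is of a scrambled sponge, so effects of expressing any sponge transcript are not separated from those of taking up miR-26. A sponge is a transcript with repeated miR-26 binding sites that takes up the miRNA. The 2 sponge arrays had 28823 and 29800 spots well above background, and their replicates differed more than those of the control, with a median absolute log2 difference of 0.14 against 0.10. Both contrasts use the same 2 control arrays, so their chance values are shared. In 100 simulations with no effect of either construct, the log2 changes of the 2 contrasts correlated with a median of 0.50 across probes. The correlation across probes observed on the arrays was 0.09, and it was 0.17 in simulations in which only the sponge had no effect. Probes are not independent replicates.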

Strikingly and in contrast to the overexpression approach, sequestration of miR-26 family members by the sponge had only minimal effects on the transcriptome (Fig 7B), with basically very few significantly up- or down-regulated genes. 

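In the limma fit of sponge against control, no probe was lower and 2 probes were higher at an adjusted p under 0.05. At an unadjusted p under 0.05, 1723 probes were lower and 1527 higher, of 20168 tested. The probes that passed are the Bbs1 probe and a probe with no gene description. Neither passed when either sponge replicate or control replicate 2 was left out, where no probe was higher. Without either miR-26a array, which changes only the shared estimate of the spread, 19 probes were lower and 12 higher. The unpaired t-test gave 1 probe after Benjamini-Hochberg adjustment, and a test of the 2 log ratios alone gave 0. The same unpaired test after subtraction of the control gave 455 lower and 455 higher probes, but there the control values have no spread left, which makes the p-values too small. On simulated data with 100 probes at each of 2 effect sizes changed between miR-26a and control, the same limma fit recovered 98% of the probes changed by 1 and 78% of those changed by 0.5 on the log2 scale, and 15 of its 191 calls were false. The simulated noise was drawn from limma's moderated estimates of the spread, so the recovery may be too high for real arrays. The simulated sponge had no changed probe and gave 0 calls, so the recovery of sponge effects was not measured. From the few genes that passed, the paper concludes that the sponge had minimal effects on the transcriptome.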

Anticipating a rather modest effect of miR-26a and b on individual target genes, we therefore adapted our initial filtering criteria and selected for genes with an up-regulation by at least 20% at a *P*-value of 0.1 or lower. This gave rise to a total of 206 genes, and a filter for conserved miR-26 binding sites reduced this list to 65 putative miR-26 targets (Fig 7B and Table S2). 

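With an unadjusted p under 0.1 and a log2 change of at least 0.26, 595 annotated genes were higher with the sponge in the limma fit, and 190 of them are among the 206 genes of Table S2. By the same limits in the opposite direction, 662 genes were lower. None of these genes other than Bbs1 had an adjusted p under 0.05. The number depends on the arrays and the test. It was 1223 without sponge replicate 2 and 201 when each probe was tested on its 2 log ratios alone, where 237 genes were lower. The paper marks 65 of the genes of Table S2 as predicted targets.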

Surprisingly, the overlap between the identified targets by gain-of-function, that is, miR-26 overexpression, and the sponge-mediated loss-of-function was extremely small, with only five genes identified by both approaches (Table S3). 

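By the study's limits in the limma fit, 124 genes were both repressed by miR-26a and raised by the sponge. Independent lists of these sizes would share 66.3 of the 11273 annotated genes tested, but the contrasts share their control arrays, so this is not the chance value of the design. The overlap was 1.87 times the number for independent lists, and in 100 simulations with an unchanged sponge this ratio ranged from 0.68 to 1.85. The genes raised in both contrasts numbered 172, a ratio of 2.44 (1.74 to 3.22 in the simulations), those repressed by miR-26a and lowered by the sponge 78, a ratio of 1.06 (1.99 to 3.91), and those raised by miR-26a and lowered by the sponge 64, a ratio of 0.82 (0.40 to 1.81). The simulations raised fewer genes with the sponge, 68 to 105, than the 595 observed. Tables S1 and S2 of the paper share 14 genes, of which 5 are marked as predicted targets in both. All 5 are among the 124. Skp2 changed by -1.48 with miR-26a and by 0.30 with the sponge, Diras2 by -1.40 and 0.34, B4galt4 by -0.68 and 0.50, Rnf149 by -0.48 and 0.40, and Ogfrl1 by -0.48 and 0.31, all as log2 changes. With miR-26a the 5 genes had adjusted p-values between 0.00323 and 0.0220 from limma. With the sponge the adjusted p-values lay between 0.191 and 0.241 over all probes, and all 5 passed when adjusted over the list alone. The study chose these genes on the same arrays, so that count is not independent evidence. The direction was the same in both experiments for each gene and contrast. The paper reasons that these genes most likely cannot explain the B cell phenotype because none has been implicated in lymphocyte biology, which the arrays do not test.

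**Figure D2:**
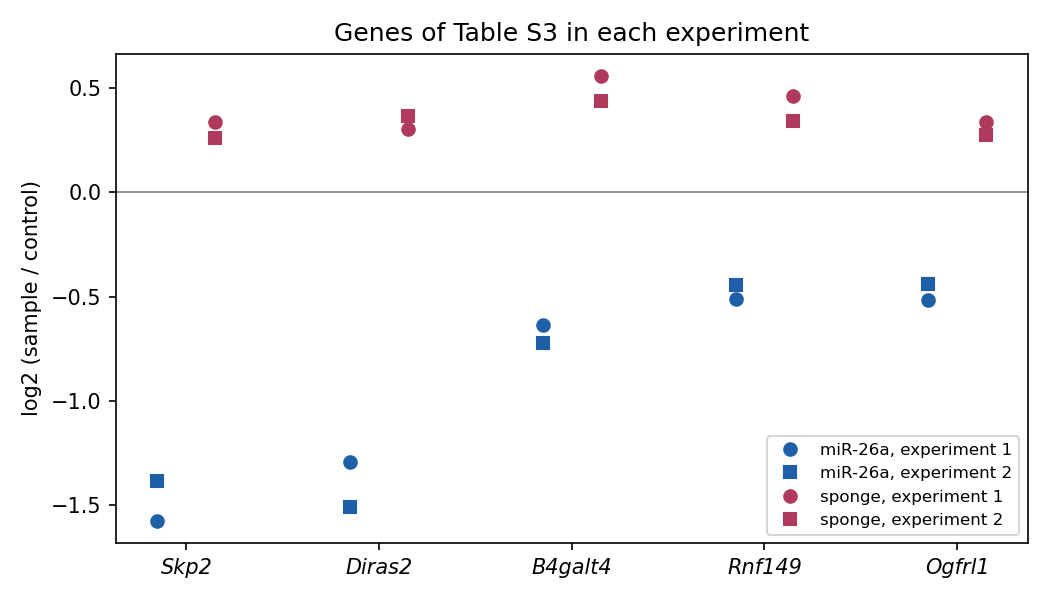
Log2 ratio to control for the 5 genes of Table S3. Blue marks are miR-26a and red marks the sponge, circles are experiment 1 and squares experiment 2; the 5 genes lie below 0 with miR-26a and above 0 with the sponge in both experiments.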

Although possibly relevant to general miR-26 biology, none of these genes has been implicated in lymphocyte biology or B cells in particular, and most likely cannot explain the B cell phenotype. It therefore remains unclear by which target genes miR-26 enhances pre-B cell expansion and restricts the pre-B to immature B cell differentiation, respectively.

**Figure 7.**
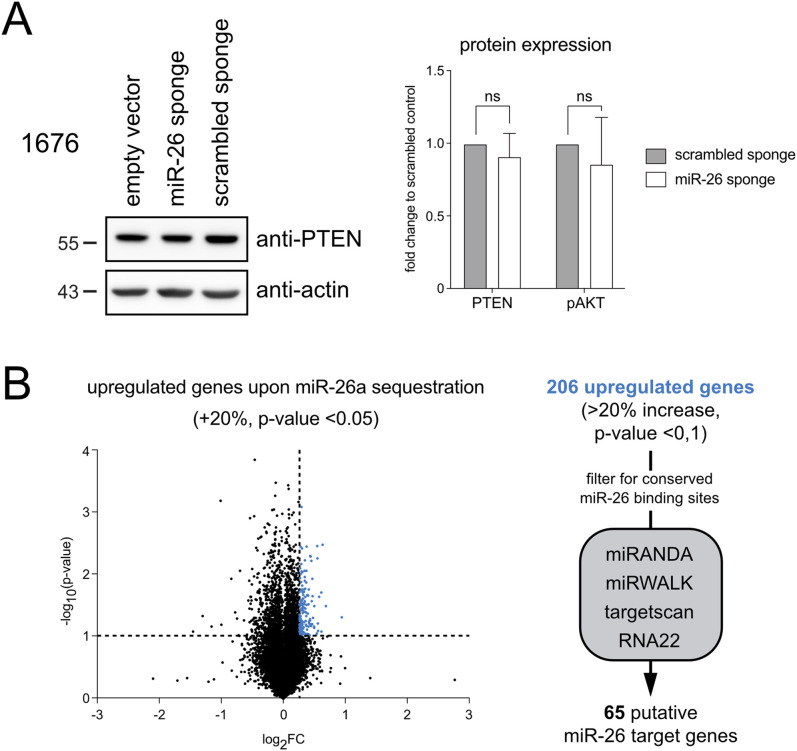
Transcriptome analysis does not identify clear target genes upon miR-26 sequestration. **(A)** Western blot analysis comparing PTEN protein expression in 1676 pre-B cells expressing the miR-26 sponge or a scrambled control. Beta-actin serves as a loading control. The Bar chart shows the statistical analysis for PTEN and phosho-AKT. **(B)** A volcano plot comparing the transcriptional landscape in miR-26 sponge-expressing 1676 pre-B cells and the respective control (two independent experiments). The horizontal dashed line marks the *P*-value cutoff (*P* < 0.1), the vertical line depicts an up-regulation by 20% or more. Genes that are significantly up-regulated in response to miR-26 sequestration are displayed in blue. The flow chart on the right summarizes the strategy for miR-26a and b target identification in analogy to Fig 4A.

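The probe that rose most with the sponge lies in Bbs1 (chromosome 19, 4889160 to 4889219, mm9). Its mean log2 signal was 6.97 ± 0.01 (SD, n = 2 arrays) in control and 10.08 ± 0.15 (SD, n = 2) in sponge cells, a log2 change of 3.11 (standard error 0.13, adjusted p = 0.0147 from limma). The other Bbs1 probe on the array did not change with the sponge, with a log2 change of -0.03 (adjusted p = 0.921), and with the Bbs1 probes averaged the change was 1.54 (adjusted p = 0.0999). The paper's Table S2 gives 3.11 for the first of these probes.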

**Figure S4.**
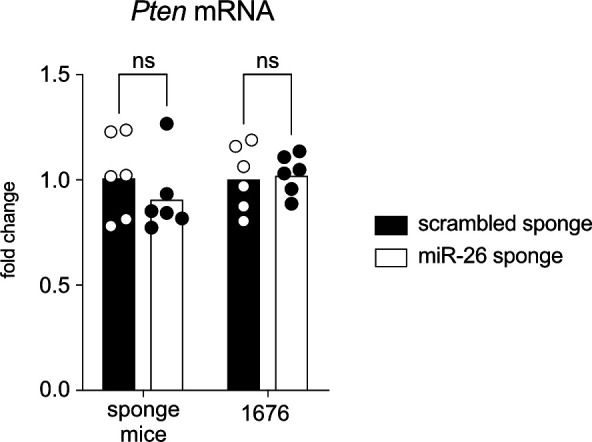
Sequestration of miR-26a and b does not affect PTEN transcript levels. Quantitative PCR data comparing Pten transcript levels in B-cell precursors isolated from scrambled and miR-26 sponge mice as well as in 1,676 cells stably expressing the indicated constructs. The bar charts depict the fold change compared with the scrambled control for at least six independent experiments.

Table S1. List of putative target genes that are downregulated upon overexpression of miR-26a.

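Table S1 of the paper holds 441 genes with a log2 ratio and a p-value each. The ratios are means of the within-experiment differences between miR-26a and control, and they differ from the same ratios computed from the authors' deposited processed values by at most 0.0013. A test of the 2 log ratios against 0 on those values gave 95.9% of the p-values within 0.02 on the log10 scale, whereas the unpaired test did so for 2.04%. The smallest ratio in size is 0.26, and 5 of the genes have p-values above 0.05, up to 0.0504. All 441 probes were well above background on all 6 arrays.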

Table S2. List of putative target genes that are upregulated when miR-26 family members are sequestered by a specific miRNA sponge.

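The 206 log2 ratios of this table differ from those computed from the authors' deposited processed values by at most 0.00092, and 96.6% of its p-values lie within 0.02 on the log10 scale of those from a test of the 2 log ratios alone. The unpaired test reached this for 0.971%. The largest p-value in the table is 0.100, and 205 of the probes were well above background on all 6 arrays.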

Table S3. List of putative target genes that are identified by both miR-26 overexpression and sequestration.

## Discussion

In this study, we have exploited an unbiased miRNA overexpression screen to identify miRNAs with a role in early B cell development. This led to the identification of the miR-26 family, comprising miR-26a and miR-26b, which we found to interfere with the pre-B to immature B cell transition in vitro.

Physiological functions that have been described for this miRNA family include the regulation of muscle development, glucose and lipid metabolism and adipogenesis (35, 36, 37), but surprisingly little is known about the role of miR-26a and b in immune cell development and function despite their relatively high expression within these tissues (28, 38). Aberrant expression of miR-26 family members, however, has been reported in several hematopoietic and non-hematopoietic malignancies. Interestingly, the prevailing picture does not define the miR-26 family as strictly tumor-suppressive or oncogenic, but rather suggests that it functions in a context-dependent manner. Initially, reports describing miR-26 as a tumor suppressor because of its negative impact on myc-mediated transformation have been supported by studies that demonstrate its down-regulation in diverse cancer entities such as lymphoma, hepatocellular carcinoma, breast cancer and colorectal carcinoma (39, 40, 41, 42). Typical target genes in this context appear to be regulators of proliferation, such as *Cyclins D2* and *E2* (*Ccnd2* and *Ccne2*) as well as *Enhancer of zeste homolog 2* (*EZH2*), an epigenetic modifier with a widespread role in gene regulation during development and differentiation (43, 44, 45). On the other hand, clear oncogenic properties of the miR-26 family have been described in glioma patients that exhibit elevated miR-26 levels accompanied by repression of well-established tumor-suppressors *Pten* and *Rb1* (46). Likewise, miR-26–mediated *Pten* down-regulation has been reported for T cell acute lymphoblastic leukemia (T ALL) and lung cancer (47, 48). Notably, a direct repression of *Pten* by miR-26a has also been documented in WEHI-231 progenitor B cells, and it has been postulated that this miR-26a/b–mediated reduction of *Pten* can evade central tolerance mechanisms by promoting the survival of autoreactive B cells (49). Thus, it appears that cell intrinsic and extrinsic cues determine whether the tumor-suppressive or oncogenic activity of the miR-26 family dominates in a certain setting, and that the balance between these opposing functions likely differs from tissue to tissue.

Our findings place progenitor B lymphocytes into the latter group, as aberrant overexpression of miR-26 family members supports their expansion, counteracts induced apoptosis, severely blocks the pre-B to immature B cell transition and eventually drives oncogenic transformation, at least to some degree by direct targeting of *Pten*. This in accordance with previous reports identifying PTEN as a prominent tumor suppressor in several tissues, among them T-cell progenitors, in which postnatal *Pten* knockdown produced highly disseminated T-cell acute lymphoblastic leukemia (50, 51). Supporting this, deletions or inactivating mutations of *Pten* have been described in all main types of human cancer. PTEN exerts its tumor suppressive function by dephosphorylating phosphatidylinositol 3,4,5-trisphosphate (PIP3) to PIP2, therefore counteracting PI3K and its downstream effectors such as AKT. In early B cell development, PI3K signaling is essential to ensure pre-B cell survival, and its precise regulation coordinates the step-wise cellular progression through phases of proliferation and differentiation (10, 32, 52, 53). PI3K activation in this context appears to be mainly initiated from the pre-BCR (53, 54), which signals via the co-receptors BCAP and CD19, possibly with a contribution from the IL-7 receptor (10). This is of particular interest in the light of our findings that aberrant expression of miR-26a arrests pre-B cells at a pre-BCR-positive state, and moreover, that pre-BCR-derived signals remain essential even after transformation. It is tempting to speculate that the strong AKT phosphorylation that we observe is mediated by two mechanisms: One the one hand, by direct repression of *Pten*, and on the other hand by ensuring continuous PI3K pathway activation through its upstream receptor. Notably, however, there appears to be an upper threshold for PI3K pathway activation that is tolerable for B cells, as activating mutations within the regulatory subunit p85 alpha severely compromise B cell development and function (55). Along the same line, complete or partial loss of *Pten* and the resulting hyperactivation of the PI3K pathway in a pre-B cell ALL mouse model has been shown to result in rapid p53-mediated cell death of leukemic cells (56). As such, PTEN may play a different role in pre-B ALL compared with other hematopoietic malignancies, and supporting this, PTEN levels in pre-B ALL appear higher than, for example, in lymphoma (56). Although this may appear incompatible with our own findings, several points indicate that this model is not directly comparable with the miR-26a overexpression phenotype. 

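The transcripts of the IL-7 receptor and of pre-BCR components were measured on the same arrays of cells kept in IL-7. The log2 change with miR-26a was 0.18 for Il7r, -0.03 for Igll1, -0.01 for Vpreb1, 0.04 for Vpreb2, -0.06 for Vpreb3, -0.18 for Cd79a and -0.06 for Cd79b. None of these 7 genes had an adjusted p under 0.05 in limma, either over all probes or adjusted over the list alone, and at an unadjusted p under 0.05 Il7r was higher (adjusted p = 0.164) and Cd79a lower (adjusted p = 0.178). Their median change was -0.03.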

First, *Pten* loss in pre-B ALL was accompanied by down-regulation of the IL-7R, CD19, and of pre-BCR components (56), all of which was not observed in our system. Moreover, the reduction in *Pten* expression and the concomitant increase in AKT activation were not counterselected in our hands, but cells expressing miR-26a demonstrated a clear competitive advantage over controls. A possible explanation for this discrepancy may be that miR-26–mediated transcriptional deregulation affects multiple genes, both directly and indirectly. It is therefore difficult to compare cells with reduced expression of *Pten* to the more complex miR-26 gain-of-function phenotype. In fact, even if *Pten* repression is detrimental, it appears conceivable that one or several of those genes affected by miR-26a can compensate for this effect. Alternatively, it is possible that the upper threshold of PI3K activation is simply not exceeded in our system. The unusual oncogenic role of PTEN in the pre-B ALL model was described in the context of Bcr/Abl- and NRas-mediated leukemia initiation, both strong oncogenes on their own. It may very well be that it is the combination of increased PI3K activation together with such potent oncogenic drivers that pushes the cells into a p53-mediated cell death. However, this clearly needs to be addressed in follow-up studies.

Beyond the oncogenic gain-of-function setting, our findings indicate that loss of miR-26 expression also controls early B cell development and expansion, albeit in a reciprocal manner. In particular, cells lacking miR-26 family members tend to proliferate less well and appear poised towards pre-B to immature B cell differentiation. As such, it is tempting to postulate a rheostat-like role for the miR-26 family in progenitor B cells: On one end of the spectrum, an increase in mature miR-26 family members over basal levels signals cell expansion, and on the other end, a reduction facilitates progression of developing B cells from the pre-B compartment to the immature B cell stage. Notably, the molecular programs that need to be initiated at the pro-B cell stage and at the pre-B cells stage are similar, with a proliferative phase that is followed by a cell cycle arrest in which V(D)J recombination takes place. As such, it is possible that the miR-26–mediated regulation described here extends also to pro-B cells. Indeed, pro-B cells in the loss-of-function mouse model were also strongly decreased, indicating that both pro- and pre-B cells lacking miR-26 activity are poised to progress towards the next developmental stage.

How the miR-26 family establishes this rheostat-like function needs to be addressed in more detail. In the gain-of-function approach, we have identified *Pten* as one of the targets likely involved in the phenotype, as its knockdown recapitulated the block in pre-B cell differentiation. In addition, our analysis retrieved candidates such as Skp1-Cul1-F-box (SCF) E3 ubiquitin ligase *Fbxl19* and the pseudokinase *Stradb*, both of which have been recently identified as direct targets of miR-26 in adipocytes (37). 

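On the arrays, Fbxl19 (chromosome 7, 134912382 to 134912441, mm9) had a log2 change of -1.10 with miR-26a (standard error 0.07, adjusted p = 0.00323 from limma), and its other probe fell as well (adjusted p = 0.0075). The change was -1.11 in experiment 1 and -1.09 in experiment 2. The Stradb probe of Table S1 (chromosome 1, 59051736 to 59051795) changed by -1.54 (standard error 0.08, adjusted p = 0.00306), and a further probe of Stradb by -0.87 (adjusted p = 0.0101). With the sponge, Fbxl19 changed by -0.02 (adjusted p = 0.892) and Stradb by 0.13 (adjusted p = 0.469).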

Knockdown studies of *Fbxl19* in lung epithelial cells have indicated a negative role in cell proliferation, making it is possible that its loss enforces the pro-proliferative response upon miR-26 overexpression (57). STRADB, on the other hand, regulates LKB1 kinase, which has been shown to synergize with PTEN to exert its tumor-suppressive role in several cancer entities (58, 59, 60). Thus, it will be interesting to evaluate whether STRADB may also play a role in miR-26–mediated regulation of pre-B cells.

In the loss-of-function approach, we failed to detect clear target genes of the miR-26 family, which was surprising because of the fact that the sponge mouse as well as the in vitro experiments displayed the reciprocal phenotype to the aberrant overexpression. Moreover, we were able to confirm miRNA sponge function by TDMD-mediated loss of mature miRNAs miR-26a and b in vivo, as well as by derepression of a reporter for endogenous miR-26 family members in vitro. 

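As a group, the 187 genes of Table S1 that the paper marks as predicted targets had a median log2 change of 0.07 with the sponge, against 0.01 for all probes tested. Of these genes, 131 were higher with the sponge, 92 of them in both experiments, and the median was 0.09 in experiment 1 and 0.06 in experiment 2. The set lay above the other probes (adjusted p = 0.000164 by limma's camera, unadjusted 5.96e-05; adjusted p = 0.0158 by fry, both two-sided). Under the alternatives fixed before the data were examined the median lay between 0.06 and 0.12, the highest with scaling to the 75th percentile, where the median of all sponge changes was itself 0.04. It was 0.05 after the trend with probe GC content was removed. The control is an empty vector and not a scrambled sponge.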

The lack of clear targets in this approach is therefore difficult to explain. Most likely, endogenous miR-26a and b exert their functions not by regulating one specific gene but rather repress several target gene networks or pathways. Thus, it is possible that the overall phenotype is established by subtle changes of several genes, maybe even with a large cell-to-cell variation, which may not be identified by our transcriptome approach. In this context, one also needs to keep in mind that the sponge approach does not reflect a complete loss-of-function, but rather reduces endogenous miRNA levels. As such, residual amounts of miR-26a and b may be sufficient to mask miRNA targets. As an alternative approach to the miR-26 sponge, which we generated to circumvent the tedious targeting of three individual miRNA loci, a recent study has used individual sgRNAs to disrupt the function of all miR-26 family members in ES cells (37). Whereas the authors do not comment on any phenotype beyond the prominent defect in adipocyte regulation, it will be interesting to investigate whether this cleaner approach recapitulates our findings about the regulatory role of the miR-26 family in early B cell development.

## Materials and Methods

### Ethics statement

Experimental procedures with animals were approved by the institutional ethics and animal welfare committees of the University of Veterinary Medicine Vienna and the Medical University of Innsbruck in accordance with good scientific practice guidelines and national legislation (license numbers: BMBWF-68.205/0023-II/3b/2014 and BMBWF-66.011/0021-V/3b/2019).

### Mice

The miR-26 sponge mouse and the scrambled control mouse model were generated by flippase recombinase (FLP)-mediated knock-in of a CAG promoter-driven loxP-STOP-loxP cassette into the safe harbor locus ColA1 (61). In short, transgenic cassettes consisting of a EGFP cDNA and concatemeric repeats of miR-26a/b binding sites (gt**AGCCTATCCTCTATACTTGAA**cc x26; binding site in bold) or scrambled binding sites (gt**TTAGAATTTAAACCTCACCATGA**cc x27; scrambled site in bold) in the 3′-UTR were cloned into CAGGS-loxSTOPlox-ClaI flp-in (reference 61; Addgene plasmid #21548, kindly provided by Rudolf Jaenisch) and then electroporated together with a construct encoding FLPe into KH2 ES cells (reference 62; C57BL/6 x 129/Sv background, kindly provided by J. Zuber, IMP). ES cell clones selected with hygromycin B (Carl-Roth) and screened for correct transgene insertion by PCR were used for injection in C57BL/6NRj blastocysts. High percentage chimeras were bred with C57BL/6NRj females to confirm germline transmission and then further backcrossed to generate a congenic strain. To delete the loxP-STOP-loxP cassette and thus to induce transgene expression, miR-26 and scrambled sponge mice were crossed with a CMV-Cre strain (C57BL/6N-Tg(CMV-cre)1Cgn) in which the cre gene is under control of a human cytomegalovirus minimal promoter (63). For all analyses, the CMV-Cre transgene was then crossed out and the sponge transgenes were bred to homozygosity.

Mice were kept in a facility for laboratory rodents under specific pathogen-free and controlled environmental conditions (temperature 22°C ± 1°C, relative humidity of 40–60%, 12:12-h light/dark cycle) according to FELASA recommendations (64). Food (regular mouse diet (Ssniff)) and water were provided ad libitum. Animals were maintained in small groups in individually ventilated cages lined with wood shavings and enriched with nesting material. If not stated otherwise, mice were analyzed at an age of 10–12 wk. For all experiments, male and female mice were used in comparable frequencies.

### Pre-B cell lines

The pre-B cell lines 1676, wk3, and TKO were derived by extended culture of total bone marrow of *SLP-65*^−/−^*LAT*^−/−^, *SLP-65*^−/−^, or *Igll1*^−/−^*Rag2*^−/−^*SLP-65*^−/−^ (TKO) mice, respectively, in IL-7–supplemented medium and have been previously described (23, 65). Pre-B cell lines, primary bone marrow–derived pre-B cells, and 293T cells were cultured in IMDM (Sigma-Aldrich) containing 7.5% FBS (Superior; Sigma-Aldrich), 100 U/ml penicillin, 100 U/ml streptomycin (Sigma-Aldrich), and 50 μM 2-ME. For pre-B cells, this medium was supplemented with the supernatant of IL-7–expressing J558L cells in excess if not stated otherwise. The Syk kinase was inhibited using compound R406 (Selleckchem) at a concentration of 2 μM. For analysis of DNA damage induced apoptosis, cells were treated with 5 nM Etoposide for 20 h.

### Plasmids, transfections, and viral transductions

The miRNA expression library, the miRNA sponge constructs, and the vector encoding constitutively active Akt (myr-Akt) have previously been described (23, 27, 66). For knockdown of PTEN and CD79b, shRNAs encoding the specific 21-mer guide strands were cloned into the miR-30-adapted LMP vector (sequences of the guide strands are listed in the Supplemental Data 1).

Supplemental Data 1. qPCR primer and shRNA strand sequences.

Retroviral supernatants were produced in HEK293T cells. Per sample, 400 ng of DNA for the plasmid of interest, 150 ng of HIT60, and 150 ng pVSVg were diluted in IMDM (Sigma-Aldrich) and mixed with IMDM containing polyethylenimine (PEI, Polysciences) in a 1:3 DNA:PEI ratio. After a 20-min incubation step at room temperature, the DNA:PEI mix was plated with 2 × 10^5^ HEK293T cells in a total volume of 250 μl. After 30–40 h, viral supernatants were harvested, mixed with polybrene (16 μg/ml final concentration), and used for spin-infection (400*g* at 37°C for 60–90 min) of cells.

### Microarray analysis

Total RNA was isolated (RNeasy system; QIAGEN) from 1676 pre-B cells cultured in the presence of IL-7 and selected for expression of an empty control vector, an miR-26a construct or the miR-26 sponge. The processing of RNA samples, microarray hybridization (Agilent G3 Mouse 8 × 60K array), and data quality control were performed by IMGM (Martinsried). Data were analyzed using the Subio software platform (Subio). In short, data files for two biological replicates were quantile-normalized, log_2_-transformed, normalized to the control sample of each experiment, and averaged. 

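Of the 55681 probes on the arrays, 24962 were well above background on all 6 arrays, and 20164 of these also had a processed signal above 50 on at least 4 arrays. With the limit applied on at least 2 arrays, 20879 probes remained. Almost every probe with a processed signal above 50 on at least 4 arrays was well above background throughout, since 20168 probes were kept when 1 array above background sufficed. The unsubtracted mean signal exceeded 50 on at least 4 arrays for all 24962 probes, so that the limit removed none of them on that scale.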

Measurements that did not exceed background levels in all six samples or whose Ch1 raw signal did not exceed a mean value of 50 in at least two four of the six samples were discarded. For the identification of down- or up-regulated genes, pairs of sample groups were filtered for annotated genes whose expression was reduced by at least 20% (*P*-value < 0.05) upon miR-26a overexpression or increased by 20% (*P*-value < 0.1) upon sponge-mediated sequestration. For the miRNA target identification, these lists of genes were further filtered against computationally predicted miR-26a and b targets exploiting the miRWalk2.0 atlas (67). Genes were defined as targets if predicted by at least two of the four algorithms miRWalk, miRanda, RNA22, and Targetscan.

### Flow cytometry

For bone marrow cell suspensions, femurs and tibiae were isolated, ground, and filtered through a 70-μm mesh. Cells were resuspended and washed in FACS buffer (PBS with 1% FCS). Single-cell suspensions were stained in 96-well plates with 30 μl of the respective antibody cocktails for 20 min at 4°C. All centrifugation steps were performed with 530*g* for 2 min. For the antibody cocktails, the following antibodies were used: anti-B220-BV510 (RA3-6B2; BioLegend), anti-CD19-BV605 (6D5; BioLegend), anti-CD93-PE/Cy7 (AA4.1; BioLegend), anti-CD93-APC (AA4.1; BioLegend), anti-CD1d-PE (1B1; eBiosciences), anti-CD25-PE (PC61; BioLegend), anti-cKit-APC (2B8; BioLegend), anti-IgD-PerCpCy5.5 (11-26C.2A; BioLegend), anti-IgM-eFluor450 (eB121-15F9; eBioscience), anti-CD79b-FITC (HM79-12; BioLegend), anti-KLC-bio (RMK-12; BioLegend), anti-CD179b-bio (LM34; BD Biosciences), and anti-Streptavidin-FITC (eBiosciences). Apoptotic cells were stained with DAPI or PI (1:10,000) for exclusion of dead cells and AnnexinV-FITC (BioLegend) before flow cytometric analysis. Alternatively, apoptotic cells were quantified by flow cytometry using the Vybrant Apoptosis Assay Kit (Thermo Fisher Scientific). To measure proliferation, cells were labeled with 10 μM EdU for 1 h and then stained using the Click-IT EdU Flow Cytometry Assay kit (Invitrogen) according to the manufacturer’s recommendation. To assess the DNA content, cells were fixed and permeabilized in 70% ethanol on ice and stained with 1.6 μg/ml propidium iodide and 1 μg/ml RNase in PBS for 30 min at 37°C. The relative fitness of transduced versus non-transduced cells within the same sample was analyzed based on a competitive growth assay (68). Changes in fluorescent marker expression over time were converted into a growth index with an arbitrary cell doubling time of 1 d.

### Quantitative real-time PCR

For RNA isolation, sorted or suspension cells were pelleted and resuspended in 500 μl TRIzol reagent (15596026; Thermo Fisher Scientific). Total RNA was isolated according to manufacturer's instructions. RNA was reverse-transcribed using random hexamer primers followed by SYBR green-based quantitative PCR. Oligo sequences are listed in the Supplemental Data 1. For miRNA quantification cDNA synthesis was performed using specific primers (hsa-miR-26a 000405, has-miR-26b 000407, snoRNA202 001232; Thermo Fisher Scientific), followed by probe-based qPCR (AceQ qPCR Master Mix Q112-02; Vazyme). Final quantification was performed using the ddCT method. Note that only individual data points, but no error bars, are included in the figure panels that display the fold change and that the statistical significance has been calculated based on the ddCT values.

### Western blot

For Western blot analysis, cells were lysed in ice-cold RIPA buffer (50 mM Tris–HCl, pH 7.4, 1% NP-40, 0.25% sodium deoxycholate, 150 mM NaCl, 1 mM EDTA [pH 8], protease inhibitor cocktail [Sigma-Aldrich], 10 mM Na_3_VO_4_, and 10 mM NaF), mixed 1:1 with reducing sample buffer (62.5 mM Tris pH 6.8, 2% SDS, 10% Glycerol, 100 mM DTT), boiled for 5 min at 95°C, and loaded onto an SDS–PAGE gel. Western blotting was performed using PVDF membranes. Proteins were detected using anti-PTEN (D4.3), anti-phosphoAkt Ser473 (D9E), anti-Akt (pan; C67E7), anti-p38 (D13E1), anti-actin (13E5; all Cell Signaling Technologies), and anti-phosphotyrosine (4G10; Merck) antibodies. Immunoreactive proteins were visualized with HRP-labeled secondary antibodies and the ECL system (Advansta) on light-sensitive film (Amersham, GE).

## Data Availability

Microarray data have been deposited under GEO accession number GSE186236.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

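RNA of the pre-B cell line kept in IL-7 was measured on 6 single-colour Agilent mouse arrays of 1 slide, 2 with the control vector, 2 with miR-26a and 2 with the miR-26 sponge. The condition and replicate number of each array were taken from the sample labels and the methods, which give them alike. Every array column was assigned to a sample.

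The authors deposited for each array the scanner output, in which the intensity of every spot is given as a mean signal and as a background-subtracted processed signal, with flags for spots well above background. The authors also deposited a table of processed intensities, which were log2-transformed here. Its 6 columns share the same quartiles and correlate with the log2 processed signals of the matching arrays at 1.00 or just below (lowest 0.9999), and the methods describe quantile normalization. Control spots and spots with an outlier flag were left out here, except that a probe whose spots were all flagged kept its value (0 to 7 probes per array). Spots at the lowest value that the scanner software gives made up 29.6% to 33.6% of each array, so changes of dim probes are not measured. Gene names and mm9 coordinates are those of the array design. Of the 20168 probes tested, 4971 have no gene name, and the others name 11273 genes.

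The processed signals were quantile-normalized, log2-transformed and averaged over the spots of a probe. Probes were tested when well above background on at least 1 array and above 50 on at least 4 arrays. The methods give the number of arrays unclearly, and 4 was chosen before the data were examined. limma (version 3.58.1 in R 4.3.3) was fitted over all 6 arrays with the experiment as a block, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment. The methods normalize to the control sample of each experiment, and the replicate numbers of the labels were taken to stand for the experiment. The titles of the control samples also quote other sample accessions, so these arrays may belong to an earlier series, and their pairing with the miR-26a and sponge arrays of the same number rests on these words of the methods. Arrays with the same number deviated together from their group means, with correlations across probes of 0.38 for control and miR-26a, 0.59 for control and sponge and 0.45 for miR-26a and sponge. Replicates of a group correlated at 0.996 to 0.997. Tables were assembled with numpy 2.4.6 and pandas 2.3.3 and plots drawn with matplotlib 3.10.9.

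The study's criterion was applied to limma's unadjusted p, with a limit of 0.05 for miR-26a and 0.1 for the sponge and a log2 change of at least 0.26 in size, the smallest ratio in the paper's tables. The legend of Fig 4 names an unpaired t-test for comparing groups, that of Fig 7 names no test, and the text does not say which test was used for the arrays. The unpaired test, the same after subtracting the control, and a test of the 2 log ratios alone were run as alternatives. Gene sets were tested with limma's camera at its preset correlation and with limma's fry. The p-values were adjusted by the Benjamini-Hochberg method. For camera this was over all 33 set tests run, and for fry over those of them for which it was run. Genes were named in the text by a rule written before the data were examined. It covers every gene the study names with array data, the genes of Fig 4B and Table S3, and for each contrast the 5 annotated probes with the largest fall and rise at an adjusted p under 0.05 and with the same direction in both experiments. For a gene with several probes the one in Table S1 or S2 was used, otherwise the brightest. Bbs1 is the only annotated sponge probe that the rule gives. Probes without a gene description, the immunoglobulin kappa variable probes and the MHC class II genes were chosen after their values were seen. The lists tested were the IL-7 receptor and pre-BCR genes, FOXO-responsive genes, the genes that host the miR-26 loci, MHC class II genes and myeloid markers. Some genes that these rules and lists cover are not reported here.

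The fit was tested on simulated data with 20168 probes, of which 200 were changed between miR-26a and control. With the block it recovered 98% of the probes changed by 1 and 78% of those changed by 0.5 on the log2 scale, and 15 of 191 calls were false, more than the 5% that the adjustment aims at. Without the block it made 62 calls and recovered 62% and 0%, and the test of the 2 log ratios made 0 calls. The noise was drawn from limma's moderated variances, so the recovery may be too high for real arrays.

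Alternatives fixed beforehand were the fit without the block, 3 t-tests, scaling to the 75th percentile, normexp background correction with an offset of 50, the authors' processed values, 4 other filters, array weights, averaging of the probes of a gene, a literal 20% limit and leaving out each array. A combination of the authors' values with a filter on all 6 arrays and the test of the log ratios was added after 6 filters had been compared with Tables S1 and S2. Seed sites in 3′-UTRs were planned but not analysed here, because the transcript sequences were not used here. In their place, the words TACTTGA and ACTTGAA were sought in the 60 bases of each probe.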

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

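The explanations by GC content, quantile normalization and chance for the probes higher with miR-26a were written down before their tests. The tests of cross-hybridisation of the kappa probes, of the sponge transcript on single probes and of the signal levels of myeloid markers were chosen only after the results were seen, as were the kappa, class II and single-probe patterns themselves.

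The paper follows the genes that miR-26a lowers. A signal in data it does not discuss is that 913 probes were higher with miR-26a at an adjusted p under 0.05 in limma, beside 1036 that were lower. After the trend of each log ratio with probe GC content was removed, 893 of these 913 were still higher, and 848 were still higher after scaling to the 75th percentile, where the median of all changes was 0.02. Simulated arrays without any effect gave at most 6 such probes in 100 simulations. GC content, the choice between these normalizations and the chance spread modelled there therefore do not account for most of the probes. Both normalizations set the arrays to a common level, so a shift of most transcripts was not tested. The simulated noise was drawn from limma's moderated variances. The number itself depends on the control arrays, since far fewer probes were called higher when either control replicate was left out. How many of the 913 were among them was not counted. None passed when all 55681 probes were tested. Indirect effects of the repressed genes are a biological hypothesis that was not tested, and a difference between the transduced cultures that has nothing to do with the miRNA stays open, because each experiment holds 1 culture per construct.

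Probes for immunoglobulin kappa variable genes, whose array signals the paper does not discuss, were higher with miR-26a. Of 45 such probes in 12 families, 29 were higher and 1 was lower at an adjusted p under 0.05, and the median log2 change was 0.73 (adjusted p = 1.08e-17 by limma's camera, unadjusted 3.27e-19; adjusted p = 0.0158 by fry). The median was 0.72 after the GC trend was removed. Outside family 3, whose probes resemble each other, 20 of the 36 probes were higher and the median was 0.54 (adjusted p = 6.15e-12 by limma's camera, unadjusted 5.59e-13). The rise is thus not limited to family 3, but it is uneven. Families 4, 9 and 14 had medians of 0.76, 0.94 and 0.89, whereas families 1, 2, 8 and 16 had 0.14, 0.17, 0.07 and 0.14 and family 19 had -0.19. Hybridisation of few transcripts to like probes of several families was not tested and stays open. With the sponge the median was -0.11 (adjusted p = 0.000463 by limma's camera, unadjusted 0.000182). The 2 contrasts share their control arrays, but shared control values alone do not account for opposite directions. The difference between the contrasts was not tested. Rag1 and Rag2 fell in the same cells. Transcription of the unrearranged kappa locus is a biological hypothesis that these probes cannot test, and a different composition of the cultures stays open.

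A probe without a gene description, NAP059613-1, had a log2 change of 2.91 with the sponge (adjusted p = 0.021 in limma). It rose together with the Bbs1 probe (3.11) and a probe in a non-coding transcript on chromosome 19 (1.51, adjusted p = 0.117), while the other Bbs1 probe stayed at -0.03. Hybridisation of the abundant sponge transcript to these probes may be the cause. The score and its limit were chosen after the values were seen, and both strands were tried. All 3 match the published 25-base sponge repeat with a score of 10, counted as matches minus a penalty of 2 for each mismatch in the best ungapped stretch. Only 20 of 20168 probes reach this score, and 3 of the 5 probes with a change above 1.5 are among them (Fisher's exact test, two-sided, p = 8.33e-09, on probes picked for their change). Against this, the other 17 probes with that score had a median change of 0.02 (0.0166). The resemblance therefore leaves hybridisation and a true rise of transcripts open. The methods give the repeat for the mouse construct, and whether the construct in the cell line has the same repeat was not tested.

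The MHC class II genes, some of which appear in Table S1 but which the paper does not discuss, fell with miR-26a. The median log2 change of 9 genes was -1.52, and 8 passed an adjusted p under 0.05 (adjusted p = 1.00e-08 by limma's camera, unadjusted 1.21e-09; adjusted p = 0.0158 by fry). With the sponge the median was 0.02 (adjusted p = 0.998 by limma's camera, unadjusted 0.976). H2-Aa was well above background on 1 of the 2 miR-26a arrays. Myeloid cells in the control cultures could also bring class II transcripts. Of 28 myeloid markers with a probe, 13 were tested, with a median change of -0.0031, and 8 were not well above background on any array. Csf3r and Siglech had mean log2 signals of 15.8 and 15.7 in control, and did not change. Fth1 and Ftl1 were as bright, with 16.4 and 16.3. With such signals from the line or from other cells, a small share of myeloid cells cannot be told apart from its absence by this median. Single markers went both ways. Itgam had a log2 change of -0.83 (adjusted p = 0.00703), with 0.06 for its other probe, and below the signal limit for testing Lyz1 had -1.93, whereas Cd68 rose by 0.33 (adjusted p = 0.0414) and Fth1 by 0.27 (adjusted p = 0.0652). By the prediction written beforehand an unmoved median would have argued against myeloid cells. That reading of the median was given up after the value was seen. The signal levels say more. H2-Ab1, H2-Eb1 and H2-Ob lost 1614 to 4878 units of signal, whereas 17 of the 28 markers had a whole control signal of at most 62 units, among them Lyz2, Cd14, C1qa, S100a8, Itgax and Tyrobp. This argues against myeloid cells as the source of the fall of these 3 genes, although probes differ in how strongly they read a transcript. The other class II genes lost at most 245 units, and for them the explanation is left open, as is a difference between the cultures that has nothing to do with the miRNA.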

How the results depend on the processing

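The alternatives were fixed before the data were examined, except for the combination of the authors' values with a filter on all 6 arrays and the test of the 2 log ratios, and for the results on seed sites in probes, which were chosen after seeing the data. Over the main results and their alternatives, 196 values kept their direction and their side of the threshold, or stayed within 1.5 times the main count, 75 counts moved further than that and 6 values lost significance. No result reversed its direction. Of the values for single named genes, 779 stayed on their side, 184 lost significance and 4 gained it. The cause was not tested except where a smaller sample or a larger set of probes is the alternative itself. Where only some arrays of a group measured a probe, dimness limits its value.

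The counts of probes at an adjusted p moved most. Without the replicate block, 240 probes were lower and 72 higher with miR-26a, 370 genes were raised by the sponge and 74 genes overlapped; the block changed no other main result in this way. With no filter, dim probes join the empirical Bayes moderation as well as the adjustment, and these effects were not separated. There miR-26a gave 0 lower and 0 higher probes and the sponge 0 higher. By the study's limits, 1384 genes were raised and 1481 lowered by the sponge. With the limit set on the mean signal, 12 probes were lower and 1 higher with miR-26a, 0 were higher with the sponge, and 920 genes were raised. In that setting 27125 probes were tested. At an unadjusted p under 0.05 in limma, 2572 were lower and 2913 higher with miR-26a, near the 2608 and 2892 of the main fit.

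The unpaired t-test gave 0 lower and 0 higher probes for miR-26a, 1 lower and 0 higher for the sponge, 619 repressed and 544 raised genes for miR-26a, 163 raised and 293 lowered for the sponge, and an overlap of 34. After subtraction of the control, 1061 probes were lower and 1257 higher with miR-26a and 455 lower and 455 higher with the sponge, with 390 raised and 430 lowered genes and an overlap of 68. The test of the 2 log ratios gave 0 and 0 probes for miR-26a and 0 higher for the sponge, with 440 repressed, 429 raised, 201 raised and 237 lowered genes in the same order, and an overlap of 13. With the added combination the genes were 436, 430, 200 and 236, and the overlap 13.

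Scaling to the 75th percentile gave 5 lower and 7 higher sponge probes, and normexp 23 and 10, with 292 genes raised and an overlap of 71. With a signal above 50 on 2 arrays sufficing, there were 2 lower and 8 higher sponge probes. With the probes of a gene averaged, 0 were higher with the sponge and the overlap was 79. A literal 20% limit gave 263 raised and 375 lowered genes with the sponge and an overlap of 52. Array weights, the authors' processed values and the filter on all 6 arrays moved none of these.

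With each array left out in turn, the lone array of its group being assumed to vary like the others, the probes with miR-26a ranged from 147 to 826 lower and from 66 to 595 higher, and those with the sponge from 0 to 19 lower and 0 to 12 higher. The genes ranged from 1084 to 1460 repressed and 1140 to 1717 raised with miR-26a, from 532 to 1223 raised and 631 to 1099 lowered with the sponge, and from 110 to 193 in the overlap. The lowest miR-26a counts came without a control array, and the highest sponge counts of genes, the overlap included, without sponge replicate 2.

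The fall of the FOXO-responsive genes was -0.01 (-0.00505) without the genes of Table S1. The sponge shift of probes with a seed site was past the threshold in the main setting but not for 8mer sites (0.085), no filter (0.00705), the mean-signal limit (0.038), or without control replicate 1 (0.047) or sponge replicate 1 (0.039), and ranged from 0.039 to 0.070 with an array left out.

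A slide or scan block could not be fitted, because all arrays are on 1 slide and from 1 scan; the experiments lie in different rows of the slide and cannot be told apart from them. The seed tests on 3′-UTRs, with their alternatives, were not run.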

Differences from the paper's values

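The combination of the authors' values, the filter on all 6 arrays and the test of the 2 log ratios, and the other filters compared with the tables, were chosen after the results were seen. By the study's criterion on limma's p, 1256 genes were repressed by miR-26a, while the paper's Table S1 holds 441. Among the alternatives set before the data were examined, the unpaired t-test (619) and the test of the 2 log ratios (440) fell within 1.5 times the paper's number. All others did not, with values from 914 after subtraction of the control to 1682 without a filter. The added combination of the authors' values, the filter on all 6 arrays and the test of the log ratios, chosen after seeing the values, gave 436. The other filters compared with the tables at the same time gave 436 to 531, all within 1.5 times the paper's number.

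For the sponge, 595 genes were raised, and the paper gives 206. Of the alternatives set before the data were examined, the unpaired t-test (163), the test of the 2 log ratios (201), normexp (292) and the literal 20% limit (263) fell within 1.5 times the paper's number. The others did not, and ranged from 370 without the block to 1384 without a filter. The added combination, chosen after seeing the values, gave 200. The other filters compared gave 207 to 301, which is within 1.5 times the paper's number, except for the filter on at least 1 array above background (420).

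The genes both repressed by miR-26a and raised by the sponge numbered 124, while the paper's Tables S1 and S2 share 14, of which 5 are marked as targets in both. Of the alternatives set before the data were examined, only the test of the 2 log ratios (13) fell within 1.5 times the paper's number, and the others gave 34 to 193. Of the filters compared with the tables, chosen after seeing the values, the added combination (13) and the filter on all 6 arrays with a mean above 50 (14), with a signal above 50 on at least 2 arrays (17), alone (20) and with the mean-signal limit (20) fell within it, and the filter on at least 1 array above background (30) did not.

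The log2 changes of 26 gene and contrast pairs set beside Tables S1 and S2 were all within the spread between experiments in the main setting. The log2 changes in the paper's tables and those given here are on the same scale.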

Other observations

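All tests on seed sites in probes and on GC content of the sponge shifts, and the prediction for the FOXO-responsive genes, were chosen only after the results were seen. The tests of the release of the targets and of the overlap were written down before their results. The test of the genes not marked as targets was added after the result for the targets, but its prediction was written before it ran, and the condition that it must hold after GC correction was added after its first p was seen. After values were seen, the reading of the FOXO test was changed from argued against to open, the reading of the overlap was changed to open in 2 steps and its ground was changed once more, with the ratios to independent lists added then, and the reading of the release was made stricter by a GC condition. The seed sites were first tried with 2 definitions and a rank test.

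Probes that carry the word TACTTGA or ACTTGAA, the site for the miR-26 seed, in their 60 bases were lower with miR-26a. Of 199 such probes, 137 were lower, and their median log2 change lay 0.13 below that of the other probes (difference -0.135, adjusted p = 5.02e-07 by limma's camera, unadjusted 1.19e-07; adjusted p = 0.0158 by fry). With the 8-base site the difference was -0.23 over 38 probes. Among 12630 words of 7 bases, ACTTGAA ranked 1 and TACTTGA ranked 2 by downward shift relative to its chance spread, which argues against base composition in general. The sponge contrast, which shares the control arrays, moved the same probes by 0.053 in the other direction, which argues against chance values of the controls, although with no filter the miR-26a shift was only -0.02. A probe shows only a part of the transcript, so genes with a site elsewhere count as without.

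With the sponge the same probes were higher by 0.053 (adjusted p = 0.021 by limma's camera, unadjusted 0.0102; 129 of 199 higher), opposite to the miR-26a shift of -0.135. By fry the rise did not hold after adjustment (adjusted p = 0.108, unadjusted 0.0493). The directions are opposite, so shared control values do not account for both. The words ranked 100 and 195 of 12630 by upward shift, which puts them among the highest but not at the top. Among the words of the sponge repeat outside the seed, GCCTATC ranked 17 and AGCCTAT 75, with median shifts of -0.015 and 0.010. The next such word, TAGCCTA, ranked 1173. The sponge change falls with probe GC content (correlation across probes -0.28), and probes with a site have a mean GC content of 39.7% against 43.1%. After this trend was removed the shift was 0.036 (adjusted p = 0.193 by limma's camera, unadjusted 0.111). Other probes of the same genes without a site did not rise beyond the rest (adjusted p = 0.893 by limma's camera, unadjusted 0.785), which leaves hybridisation of the sponge transcript to these probes open as well. Words of the sponge repeat outside the seed do not decide this. TAGCCTA had a median shift of 0.070, near the 0.077 and 0.049 of the seed words, while the others lay between -0.059 and 0.010. The rise is therefore weak and remains open.

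The predicted targets of Table S1 rose with the sponge by a median of 0.067. Release of these targets from miR-26 is a hypothesis that predicts such a rise, and the median lay above all 100 simulations of an unchanged sponge (highest 0.0079), although these simulations understate the spread of the sponge arrays. After the GC trend was removed the median was 0.052 (adjusted p = 0.00699 by limma's camera, unadjusted 0.00318), which argues against GC content as the whole cause. The 252 tested genes of Table S1 that are not marked as targets had a median of 0.027 (adjusted p = 0.422 by limma's camera, unadjusted 0.291), and the marked genes lay 0.040 above them (permutation test, two-sided, 100000 resamples, p = 0.00428; after the GC correction 0.030, p = 0.0247). By experiment, the medians of marked and unmarked genes were 0.095 and 0.005 in experiment 1, but 0.056 and 0.037 in experiment 2. A rise of all genes that miR-26a lowers, target or not, is thus argued against mainly by experiment 1, and genes are not independent replicates. Genes picked as lowest with miR-26a in 1 experiment were not always the ones that rose in the other. The 500 lowest probes of experiment 1 had a median sponge ratio of 0.10 in experiment 2 and the 500 highest 0.02, but the 500 lowest of experiment 2 had 0.05 in experiment 1 and the 500 highest 0.08. The effect is consistent with a small release, which 2 experiments cannot establish for any single gene. The control arrays carry an empty vector, so an effect of expressing a sponge transcript without miR-26 sites stays open.

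The overlap of 124 genes lies above the 7 to 21 of simulations with an unchanged sponge, but those simulations raised only 68 to 105 genes where 595 were observed, so they understate the spread of the sponge arrays. Set against the number for independent lists the overlap was 1.87 times as large, just above the 0.68 to 1.85 of the simulations. After the GC trend was removed it was 95 against 51.3 for independent lists. The genes raised in both contrasts were 2.44 times that number, within the 1.74 to 3.22 that shared control arrays give in the simulations, and do not count against a true overlap. Genes repressed by miR-26a and lowered by the sponge were 1.06 times the number for independent lists, below the simulated 1.99 to 3.91. The correlation of the contrasts, 0.09, was also below the simulated 0.15 to 0.20. The simulated unchanged sponge thus did not reproduce these values. By the prediction written beforehand, an overlap above the simulated range would have argued against chance. That reading was given up because the simulations understate the spread of the sponge arrays, and a true overlap cannot be told apart from chance here.

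FOXO-responsive genes, which would fall if more AKT signalling restrained FOXO, had a median log2 change of -0.35 with miR-26a over 24 genes (adjusted p = 5.02e-07 by limma's camera, unadjusted 1.22e-07; adjusted p = 0.0158 by fry). The list was written after Table S1 had been read, and 9 of its genes are in that table. The remaining 15 had a median of -0.01, with 8 lower (adjusted p = 0.203 by limma's camera, unadjusted 0.123). Leaving out genes that were called cannot exclude the hypothesis, and it stays open.

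The 3 genes that host the miR-26 loci, Ctdspl, Ctdsp2 and Ctdsp1, changed by -0.08, -0.08 and 0.06 with miR-26a (adjusted p = 0.668 by limma's camera, unadjusted 0.547). Further probes gave -0.11 for Ctdspl (adjusted p = 0.351) and -0.70 (adjusted p = 0.0115) and -0.33 (adjusted p = 0.0545) for Ctdsp2, so that a fall of Ctdsp2 is not excluded. With IL-7 present, Rag1 changed by -2.46 (adjusted p = 0.0055) and Rag2 by -3.36 with miR-26a, Ikzf3 by -0.35 (adjusted p = 0.0671) and Ikzf1 by 0.02 (adjusted p = 0.87). The line is deficient for SLP-65 and LAT, yet the probes of Blnk, which encodes SLP-65, and of Lat were well above background on all 6 arrays. Their mean log2 signals in control were 15.5 and 10.2, and what they read was not tested. The Blnk probe changed by -0.50 with miR-26a (adjusted p = 0.0267 from limma). The call was lost, among others, without the block (adjusted p = 0.109) and when any control or miR-26a array was left out. Ezh2 changed by -0.50 with miR-26a (adjusted p = 0.0197) and by 0.04 with the sponge (adjusted p = 0.83). Its miR-26a call was also lost without the block and when either control array was left out. The Ccnd2 and Ccne2 probes were not well above background on any array.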
